# Comprehensive genomic features indicative for Notch responsiveness

**DOI:** 10.1093/nar/gkae292

**Published:** 2024-04-22

**Authors:** Benedetto Daniele Giaimo, Tobias Friedrich, Francesca Ferrante, Marek Bartkuhn, Tilman Borggrefe

## Abstract

Transcription factor RBPJ is the central component in Notch signal transduction and directly forms a coactivator complex together with the Notch intracellular domain (NICD). While RBPJ protein levels remain constant in most tissues, dynamic expression of Notch target genes varies depending on the given cell-type and the Notch activity state. To elucidate dynamic RBPJ binding genome-wide, we investigated RBPJ occupancy by ChIP-Seq. Surprisingly, only a small set of the total RBPJ sites show a dynamic binding behavior in response to Notch signaling. Compared to static RBPJ sites, dynamic sites differ in regard to their chromatin state, binding strength and enhancer positioning. Dynamic RBPJ sites are predominantly located distal to transcriptional start sites (TSSs), while most static sites are found in promoter-proximal regions. Importantly, gene responsiveness is preferentially associated with dynamic RBPJ binding sites and this static and dynamic binding behavior is repeatedly observed across different cell types and species. Based on the above findings we used a machine-learning algorithm to predict Notch responsiveness with high confidence in different cellular contexts. Our results strongly support the notion that the combination of binding strength and enhancer positioning are indicative of Notch responsiveness.

## Introduction

Signal transduction pathways enable transmission of extracellular signals, environmental changes or mechano-transduction into changes in gene expression. For several signaling pathways, it is known that ligand or stimulus-dependent changes lead to the translocation into the nucleus of a pathway-specific transcription factor (TF; i.e. SMADs and NFκB). Alternatively, TF levels in the nucleus may remain constant but changes in the associated cofactors occur (i.e. β-catenin/TCF and RBPJ). While changes in gene expression have been already studied using transcriptomics approaches, studies combining TFs occupancy combined with dynamic gene expression remain scarce.

In regard to the Notch signaling pathway, ligand binding leads to the release of the Notch intracellular domain (NICD) resulting in the assembly of a coactivator complex, also known as Notch transcriptional complex (NTC) (1,2). This complex consists of TF RBPJ, also known as CSL (*Homo sapiens* CBF1, *Drosophila melanogaster* Suppressor of Hairless, and *Caenorhabditis elegans* Lag-1), together with NICD and, among others, the acetyltransferase EP300 to promote the expression of Notch target genes. In absence of Notch signaling, RBPJ and HDAC-containing associated corepressors inhibit Notch target genes expression. Several studies have focused on the identification and characterization of components of both the corepressor and coactivator complexes, thereby elucidating on the regulation of the chromatin environment at Notch target genes (3–13). The exact mechanism of repression is well-documented and includes additional cofactors such as the SHARP/NCoR complex recruiting HDACs (8,9,12) and histone demethylases (6,10,14). Several studies have also analyzed the genome-wide distribution of RBPJ in various models (15–25). Although it was previously thought that RBPJ binds to its cognate enhancers regardless of Notch status, more recent studies have revealed a different scenario. In fact, Notch activation significantly increases the binding of RBPJ (15,21,24,26). So far, the functional meaning and the underlying molecular mechanism(s) determining these changes in RBPJ occupancy remained unclear.

Here, we determined either ‘static’ or ‘dynamic’ RBPJ sites in a mouse progenitor T-cell line with characteristic constitutive Notch signal activity. Only dynamic occupancy of RBPJ correlates with Notch-dependent changes in the chromatin state and gene expression. Dynamic RBPJ occupancy characterizes Notch responsiveness also in human T-ALL cell lines as well as breast cancer cell lines. Leveraging a random forest model, we can identify Notch responsiveness using a machine-learning algorithm solely based on genome-wide occupancy of RBPJ in a variety of cell types.

## Materials and methods

### Cell culture and treatments

Mouse leukemia preT-cells (Beko) were grown at 37°C under 5% CO_2_ in Iscove's modified Dulbecco medium (IMDM, Gibco 21980-065) supplemented with 2% fetal bovine serum (Pan Biotech), 5 mg/l insulin (Sigma-Aldrich), 0.3 mg/ml Primatone, nonessential amino acids (Gibco) and penicillin/streptomycin (Gibco).

*Drosophila melanogaster* Schneider cells were grown in Schneider's *Drosophila* medium (Gibco 21720024) supplemented with 10% fetal bovine serum (Gibco 10270-106), Glutamine (Gibco 25030-024) and penicillin/streptomycin (Gibco).

Beko cells were treated with 10 μg/ml GSI (DAPT; Alexis ALX-270-416-M025), 0.01 μg*/*ml apicidin (Sigma-Aldrich A8851) or with DMSO as control for 24 h. In the case of the washout experiments, Beko cells were incubated with 10 μg/ml GSI (supplemented freshly at 24 h after washing away the old one) for 48 h. Subsequently, cells were collected, washed and placed in culture for additional 24 h before performing the experiment.

### Protein extracts and western blotting

Nuclear extracts were prepared by washing the cells twice in PBS and resuspending them in Hypotonic buffer (20 mM Hepes pH 7.9, 20 mM NaCl, 5 mM MgCl_2_, 10% glycerol, 0.2 mM PMSF). After 20 min incubation on ice, samples were centrifuged (4000 rpm, 10 min, 4°C) and the nuclei were washed twice with ice-cold PBS. Nuclei were lysed in Hypertonic Buffer (20 mM Hepes pH 7.9, 1 mM MgCl_2_, 300 mM NaCl, 0.2% NP-40, 25% glycerol, 0.2 mM PMSF, 1× Protease inhibitor mix, 0.3 mM DTT) and incubated 20 min on ice. After centrifugation (14 000 rpm, 5 min, 4°C), the supernatants were collected and protein concentration was measured by Bradford assay (Sigma-Aldrich). Extracts were boiled in presence of SDS loading buffer and analyzed by western blotting.

For western blotting purposes, proteins were resolved in SDS polyacrylamide gels and transferred to a Nitrocellulose membrane (Amersham) by wet blotting.

Membranes were blocked in 5% milk/TBST (1× TBS, 0.1% Tween 20) and incubated over night with the desired antibody diluted in 5% milk/TBST [1:1000 H3 (abcam ab1791); 1:1000 Val1744 cleaved NICD1 (Cell Signaling Technology 4147)]. Membranes were washed in TBST and incubated 1 h at room temperature with secondary antibody diluted 1:5000 in 5% milk/TBST [anti-rabbit IgG HRP (Cell Signaling 7074S)]. Membranes were washed in TBST and incubated at room temperature with ECL solution. Chemiluminescence was detected with a Vilber Fusion FX7 system.

### RNA extraction, libraries and sequencing

Total RNA was purified using the RNeasy Mini Kit (Qiagen #74104), the QIAshredder (Qiagen #79654) and the DNase I (Qiagen #79254) accordingly to manufacturer′s instructions. Libraries were prepared using the TruSeq® Stranded Total RNA LT—Ribo-Zero Gold kit (Illumina RS-122-2301/2) and sequenced on a NextSeq device.

### RNA-seq and microarray analysis

Basic summary statistics for the RNA-Seq experiments are provided in Supplementary Table S11.

Previously published microarray and RNA-Seq datasets used in this study are indicated in Supplementary Table S11. Microarray data was downloaded within R v. 4.0.3 with the *getGEO* function of the GEOquery (Davis and Meltzer 2007) package. Since the data were already log normalized, the log_2_FC was calculated by subtracting the treatment values from the control value

RNA-Seq analysis was performed within R using a custom-made version of the systemPipeR (27) R/BioConductor package. Raw sequencing reads were adaptor and quality trimmed using trimGalore v. 0.6.5 (https://github.com/FelixKrueger/TrimGalore. The quality of the trimming was validated by visual inspection after using systemPipeR’s *seeFastq* function. Trimmed FASTQ files were aligned against the mouse (mm9) or human (hg19) genome using HISAT v. 2.2.1 (28) with the parameters ‘–phred33 –k 1 –min-intronlen 30 –max-intronlen 3000’ and stored as sequence alignment maps. Conversion from sequence alignment map format to binary alignment map format (BAM) was done using the *runCommandline* function of the systemPipeR package. These BAM files were quality checked by using systemPipeR’s *alignStats* function and subsequently a gene reads table was calculated by the *summarzieOverlaps* function of the GenomicAlignments (29) R/BioConductor package and the corresponding Gene Transfer Format (GTF) file (Illumina's iGenomes). Normalization and detection of deregulated genes was performed using the DESeq2 v. 1.28.1 package (30). Criteria for the definition of significantly deregulated genes were log_2_FC >1 or <–1 and adjusted *P*-value <0.05.

### Chromatin immunoprecipitation (ChIP), libraries and sequencing

ChIP experiments were performed as previously described (25). Briefly, cells were fixed in 1% FMA for 30 min at room temperature. The FMA reaction was blocked for 5 min at room temperature by adding 1/8 volume of 1 M glycine pH 7.5. Cells were washed twice with PBS and resuspended in 1 ml of SDS Lysis Buffer (1% SDS, 10 mM EDTA, 50 mM Tris–HCl pH 8.1). After incubation on ice for 10 min, samples were sonicated using a Covaris System S220 AFA (28 cycles, 30 s ON, 30 s OFF). The chromatin was diluted in ChIP Dilution Buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris–HCl pH 8.1, 167 mM NaCl) and pre-cleared with protein-A-Sepharose beads (GE Healthcare 17-5280-02) for 30 min at 4°C. The chromatin was subsequently incubated over night with the proper amount of the desired antibody and the antibodies were immobilized with 40 μl protein-A-Sepharose beads for 1 h at 4°C with rotation. Depending on the antibody, different combinations of the following washing buffers were used: low salt washing buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl pH 8.1, 150 mM NaCl), high salt washing buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl pH 8.1, 500 mM NaCl), LiCl washing buffer (1% NP-40, 1 mM EDTA, 10 mM Tris–HCl pH 8.1, 0.25 M LiCl) and TE buffer (10 mM Tris–HCl pH 8.0, 1 mM EDTA). Chromatin was eluted from beads with Elution Buffer (50 mM Tris–HCl pH 8.0, 10 mM EDTA pH 8.0, 1% SDS) and crosslinks were reverted at 65°C over night. After diluting the SDS with TE buffer, samples were incubated with RNase A (Thermo Scientific EN0531) at 37°C for 2 h and subsequently with Proteinase K (Invitrogen 25530-049) at 55°C for 2 h. After extraction with phenol*/*chloroform/isoamylic alcohol, the DNA was purified using the Qiaquick PCR cleanup kit (Qiagen 28104).

The following antibodies were used: H3K4me1 (abcam ab8895), H3K4me3 (Diagenode pAb-003-050), H3K9ac (abcam ab4441), H3K9me1 (Cell Signaling 14186), H3K9me2 (Active Motif 39753), H3K9me3 (Diagenode C15410193), H3K18ac (Cell Signaling #9675S), H3K27me1 (Diagenode pAb-045–050), H3K27me2 (Diagenode pAb-046-050), H3K27me3 (Active Motif 39155), H3K36me1 (Cell Signaling #14111), H3K36me2 (abcam 176921), H3K36me3 (Cell Signaling #4909S), or RBPJ (Cell Signaling Technology 5313).

ChIP experiments were analyzed on a StepOnePlus™ sequence detector system (Applied Biosystem) using specific oligonucleotides and double-dye probes (Supplementary Table S12).

In the case of the ChIP-Seq, chromatin from *D. melanogaster* Schneider cells was used for spike-in purposes (each 25 μg of mouse chromatin, 50 ng or 25 ng of *Drosophila* chromatin were used in ChIP versus histone proteins or TFs respectively). 2 μg of anti-His2Av (Active Motif 61686) were added to each immunoprecipitation for spike-in purposes. Libraries were prepared using the Diagenode MicroPlex Library Preparation kit v2 (Diagenode C05010012) or the Diagenode MicroPlex Library Preparation kit v3 (Diagenode C05010001) following manufacturer's instructions with few modifications. Libraries were purified with Agencourt AMPure XP Beads (Beckman Coulter, #A63881), quantified, analyzed on a Tapestaion device (Agilent) and pooled. Finally, sequencing was performed on a HS2500 or a NovaSeq device.

### ChIP-seq analysis

Basic summary statistics for the ChIP-Seq experiments are provided in Supplementary Table S11.

The previously published ChIP-Seq datasets used in this study are indicated in Supplementary Table S11. Primary processing of raw sequencing reads until generation of BAM files was done as described for the RNA-Seq analysis. HISAT2 was used for both single- and paired end reads with ChIP-Seq specific parameters ‘-k 1 –no-spliced-alignment –phred33’. Duplicated reads were removed from BAM files using Picard Tools (available at http://broadinstitute.github.io/picard/) MarkDuplicates function with additional parameters ‘REMOVE_SEQUENCING_DUPLICATS = true REMOVE_DUPLICATES = true’. MACS2 v. 2.2.7.1 (31) was used with a q-value threshold of 0.01 to call peaks for the individual BAM files with or without input. When ChIP-Seq replicates were available, MSPC v.4.0.0 (32) was used with parameters ‘-r bio -w 1e-6 -s 1e-10’ to validate the called peaks and determine the set of ‘true positive peaks’. Only if a true positive RBPJ peak was conserved in three out of five control replicates (Beko) or 2 out of 2 ‘Washout’ replicates (MB157, HCC1599, CUTLL1, IC8) it was selected as a real binding site. For ChIP-Seq analysis of histone modifications (H3K27ac, H3K4me1, H3K4me3, H3K18ac, H3K9ac) a peak had to be conserved in three out of four (DMSO/GSI or GSI/Washout) replicates. Peaks were filtered for ENCODE blacklisted regions (downloaded from https://sites.google.com/site/anshulkundaje/projects/blacklists). Read counts per site were collected using the *summarzieOverlaps* function of the GenomicAlignments R/BioConductor package. DESeq2 was used to calculate normalization factors per replicate based on these read counts. DeepTools (33) *bamCoverage* function was used to calculate normalized BigWig files using the normalization factors provided by DESeq2 or the RPKM normalization for the remaining files. The BigWig files were used to visually inspect the quality of the ChIP-Seq experiments and the effectiveness of the peak calling in IGV (34).

DESeq2 was used for the identification of dynamic RBPJ binding sites and deregulation of ATAC-Seq and histone marks. In case of ATAC-Seq or histone modifications the window for detection of changes was from 500 bp upstream to 500 bp downstream of the RBPJ sites. All RBPJ binding sites with a log_2_FC <–0.5 upon GSI (or >0.5 upon washout of GSI) were selected as dynamic sites. DeepTools *computeMatrix* function was used to calculate a score per genome region matrix based on the normalized BigWig files and the binding sites as a reference. These matrices were used to plot the heat maps using deepTools *plotHeatmap* function or the average binding signal as line plots within R. For the identification of binding motifs at RBPJ sites the MEME-Suite v. 5.3.3 (35) was used. For the identification of head to head RBPJ binding motifs the *vmatchPattern* (36) function was used with the allowance of up to two mismatches. Position of the RBPJ binding sites in relation to the TSS was calculated and plotted using the ChIPseeker (37) package. Known mouse mm9 CpG islands were downloaded from UCSC table browser. Snapshots were generated using Gviz (38).

Identification of chromatin states was performed using ChromHMM (39). For this purpose, the BAM files from histone modifications ChIP-Seq and ATAC-Seq were converted into binarized data with a bin size of 500bp using the *BinarizeBam* function. Based on the binarized data, a 25 state model was generated using the *LearnModel* function. State 4, which represents the absence of any signals, has been removed from the final figures.

Annotation of RBPJ binding sites to their corresponding gene was performed using an in-house tool (that works in a comparable manner to basal plus extension of GREAT) in combination with the corresponding GTF file. Genes that are associated with both a dynamic and a static binding site were assigned as dynamic. The gene annotations were used for the gene over-representation analysis (GO & KEGG database) calculated with the clusterProfiler (40) package and plotted with ggplot2 (41). Additionally, the GREAT (42,43) web interface was used to identify the enrichment of GO terms or the Mouse Phenotype Single KO ontologies based on static or dynamic RBPJ binding sites.

### Prediction model

In order to predict dynamic and static RBPJ binding sites we used MSPC’s *P*-value (as a proxy for the quality of binding regions), the position feature as defined by the ChIPseeker *annotatePeaks* function and the occurrence of the SP1 or RBPJ binding motif. In detail, the model was trained using five features: First, the normalized *P*-values were calculated by MSPC (32) for each peak, which is based on the combination of the individual *P*-values of the RBPJ ChIP-Seq replicates generated by the peak caller (PeakRanger). MSPC *P*-values were min-max normalized to make it comparable between different data sets, representing the lowest p-value for the most significant peak and the highest p-value for the least significant one. Second, the genomic annotation of RBPJ peaks identified by ChIPseeker was used. ChIPseeker identifies the specified features (promoter, intron, exon, intergenic, downstream, 5′UTR or 3′UTR) of each binding location. The features were extracted from the corresponding GTF file, which is used to store transcript annotations. After testing different features, intron and exon regions were combined to represent gene bodies. Lastly, the occurrence of SP1 or RBPJ binding motifs was used as a feature for the prediction. To do so, the FIMO tools of the MEME suite were used to identify peaks carrying the SP1 motif, the canonical RBPJ (TGGGAA) or the degenerate RBPJ motif (TGRGAA) found predominantly at dynamic sites.

The model was established using a combination of the Beko and MB157 datasets. To generate a final test set for the model, the *createDataPartition* function of the caret (44) package was used to split the dataset into 85% model data and 15% test data. The 85% model set was further divided into 80% training and 20% validation sets. The random forest model was implemented based on the training data using the *randomForest* function of the randomForest (45) package. One random model with a mean correct prediction (true positive) of dynamic sites over 65% in the validation set and the external IC8 set was chosen as the final one.

This model was tested and validated on the HCC1599 and CUTLL1 cells. Since the location proximal and distal to the TSS are key features for static or dynamic RBPJ sites, it was important to test whether the model actually predicts dynamic and static locations or simply divides them into proximal and distal regions. To test this, the falsely predicted static and dynamic sites were compared for their associated genomic features. Indeed, both groups where most frequently associated with intergenic sites, indicating that the model does not simply separate into promoter or intergenic binding sites. The accuracy was calculated as the ratio between correctly predicted locations and all predictions (Correct predicted/all predictions). Area under the ROC curve was calculated using the ROCR package (https://doi.org/10.1093/bioinformatics/bti623) and plotted using ggplot2.

### Clusters of enhancers

The BAM files of the two replicates for H3K27ac ChIP-Seq in Beko control cells were merged using samtools’ *merge* function. This merged BAM was used to call peaks using MACS2 (31) with the –nomodel –mm9’. The called peaks together with the merged BAM file was used as an input for the identification and ranking of enhancer clusters using ROSE (46).

### ATAC-Seq

ATAC-Seq was performed with the ATAC-Seq kit (Active Motif 53150) accordingly to manufacturer′s instructions and samples were sequenced on a NovaSeq device.

### ATAC-Seq analysis

Basic summary statistics for the ATAC-Seq experiments are provided in Supplementary Table S11. ATAC-Seq primary analysis was performed identical to ChIP-Seq. MACS2 without input was used to for peak calling. Only peaks that were conserved in three out of six replicates were selected as real ATAC-Seq sites after removing blacklisted regions.

### Software

Statistical analysis of ChIP-qPCR data was done using GraphPad Prism. Graphical abstract was created with BioRender.com. All figures were assembled with Affinity Designer.

## Results

### Identification of dynamic binding of transcription factor RBPJ

In order to study the genome-wide occupancy of TF RBPJ, we performed ChIP-Seq analysis in a mouse progenitor T-cell line called Beko (6,16). Beko cells are constitutively active for Notch signaling and formation of NICD1 can be blocked by treatment with γ-secretase inhibitor (GSI; Figure 1A). In control DMSO-treated Beko cells, a total of 3538 RBPJ binding sites were detected (Supplementary Table S1). This number of binding sites is comparable to previously published data in mouse mature T-cells (47). When we compared the RBPJ binding profile in presence or absence of GSI we observed that the majority of sites (3380) remained unaffected by GSI treatment, but a small fraction (158 sites) showed a marked reduction of RBPJ binding (log_2_ fold change cut-off < –0.5) upon addition of GSI; We refer to these sites as either static or dynamic sites, respectively (Figure 1B,C and Supplementary Table S1). Interestingly, RBPJ binding is stronger at dynamic sites compared to static sites when the Notch pathway is active (Figure 1C). Differences in binding strength could be validated by ChIP-qPCR (Supplementary Figure S1A) and representative examples of dynamic and static RBPJ binding sites are shown for *Gm266*, *Il2ra*, *Lgmn*, *Dennd2d*, *Sufu*, *Hey1*, *Hes1*, *Notch3* and *Dtx1* (Figures 1D and S1B). The canonical RBPJ motif ‘TGGGAA’ was identified (Supplementary Figure S1C and Supplementary Table S2): The RBPJ motif identified at dynamic sites had a less conserved ‘G’, but both purines occurred with equal frequency (TGRGAA). The SP (Specificity Protein family) motifs are preferentially identified at static sites, whereas the RBPJ motif marks a large fraction of the dynamic sites (Supplementary Figure S1C and Supplementary Table S2). In addition, static sites are enriched for NRF1, NFYA/NFYB/DUX, FOXJ3/ZF384 and ZBTB7A/GABPA/ELK4 motifs while dynamic sites are enriched for the TCF3/TCF4 motif (Supplementary Table S2). Previous studies have described that Notch target genes are regulated by dimeric RBPJ complexes that bind to dimeric DNA binding motifs oriented head-to-head and with a distance of 15–17 nucleotides (1,48–51). Interestingly, we observed that dimeric RBPJ binding sites are preferentially enriched within the group of dynamic sites (Supplementary Figure S1D, E).

**Figure 1.**
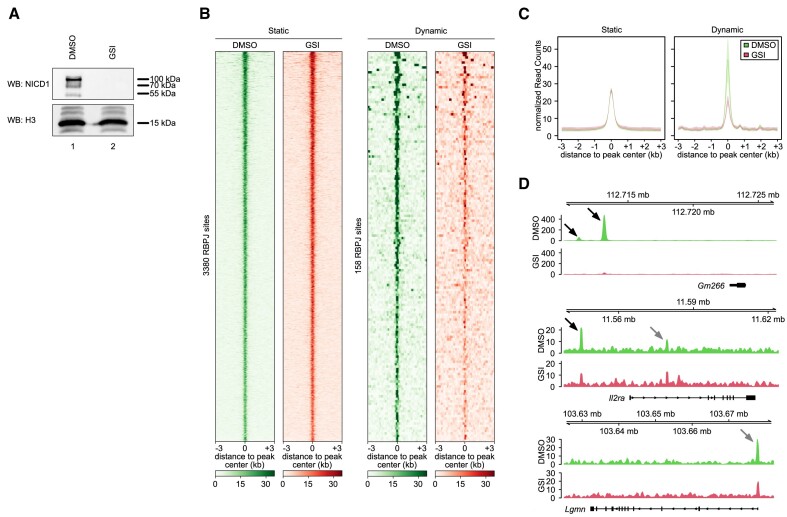
Identification of static and dynamic RBPJ binding sites in Beko cells. (**A**) The active cleaved NICD1 protein disappears after GSI treatment for 24 h. Beko cells were treated for 24 h with 10 μg/ml GSI or DMSO as control and the nuclear extracts (NE) were analyzed by Western blotting versus the endogenous cleaved Notch1 protein (NICD1) or H3 as loading control. (**B**) Heat map showing the static and dynamic RBPJ binding sites identified in control Beko cells and their behavior upon treatment with GSI. Beko cells were treated for 24 h with 10 μg/ml GSI or DMSO as control and the genome-wide binding of RBPJ was investigated by ChIP-Seq. (**C**) Line plots showing the average RBPJ binding signal for static and dynamic sites. Outline depicting the standard deviation of the replicates. Beko cells were treated for 24 h with 10 μg/ml GSI or DMSO as control and the genome-wide binding of RBPJ was investigated by ChIP-Seq. (**D**) Representative snapshots showing dynamic RBPJ binding at *Gm266* and static RBPJ binding at *Lgmn*. *Il2ra* is characterized by both static and dynamic RBPJ binding sites. Black arrows indicate dynamic binding sites while gray arrows indicate static RBPJ binding sites.

We have previously shown that HDAC3 inhibition or hypoxia treatment in Beko cells reduce the NICD1 stability leading to downregulation of the Notch response (16,52). We reasoned that reduced NICD1 stability could lead to reduced RBPJ occupancy at dynamic but not static sites so we performed RBPJ ChIP-Seq in Beko cells treated with apicidin and we reanalyzed our previously published RBPJ ChIP-Seq upon hypoxia induction (52): We observed that both apicidin treatment and hypoxia induction result in reduced occupancy of RBPJ at dynamic but not at static sites (Supplementary Figures S2 and S3) validating the authenticity of static and dynamic sites.

Taken together, our results in Beko cells show that RBPJ occupancy is strongly reduced at only a small fraction of binding sites upon pharmacological inhibition of the Notch pathway.

### Characterization of dynamic RBPJ binding sites

Next, we characterized the differences between static and dynamic RBPJ binding sites, taking genomic and chromatin features into account. Most static sites are located close to transcriptional start sites (TSSs; Figures 2A and S4A). In contrast, dynamic sites were preferentially found in intra- and intergenic regions (Figures 2A and S4A). Both static and dynamic sites were associated with open chromatin regions as measured by ATAC-Seq (Figure 2B). In addition, both groups of RBPJ sites were enriched for active chromatin marks H3K27ac, H3K18ac and H3K9ac (Figures 2C, S4B, C). In line with the differences in binding position (Figure 2A), enhancer mark H3K4me1 is highly enriched at dynamic sites whereas H3K4me3, predominantly found at TSSs, was highly enriched at static sites (Figure 2D, E, respectively). Of note, the higher enrichment of H3K4me3 and H3K9ac at static sites compared to the dynamic ones (Figures 2E and S4C) reflects their co-localization at TSSs that has been previously described (53,54), further supporting the notion that static RBPJ sites are preferentially enriched at promoter-proximal enhancers. Analysis of the chromatin states further confirmed that dynamic RBPJ sites represent distal enhancers while static sites localize to proximal enhancers (Supplementary Figures S4D, E). In addition, RBPJ binding highly overlaps with CpG islands (CGI; Supplementary Figure S5A) and closer inspection unveiled that static RBPJ sites are more associated with CGI than dynamic sites (Supplementary Figure S5B), in line with the notion that promoters are CGI-rich (55,56). As already stated above, the higher enrichment of H3K4me3 at static sites further reflects their co-localization at promoters, which has been previously described (53). We have previously described the role of the lysine methyltransferase 2D (KMT2D) in the dynamic regulation of H3K4me3 in Notch target gene activation (9). Therefore, we focused on this mark to have a detailed genome-wide view of its regulation in response to Notch signaling. We observed that static H3K4me3 sites that overlap with RBPJ sites are closer to the TSS compared to dynamic H3K4me3 sites that overlap with RBPJ (Supplementary Figure S5C). In addition, co-localization of static H3K4me3 sites and RBPJ sites overlap more frequently with CGIs (Supplementary Figure S5D). These data suggest that H3K4me3 is more dynamic at distal than promoter proximal RBPJ binding sites, in line with our previous observations (9).

**Figure 2.**
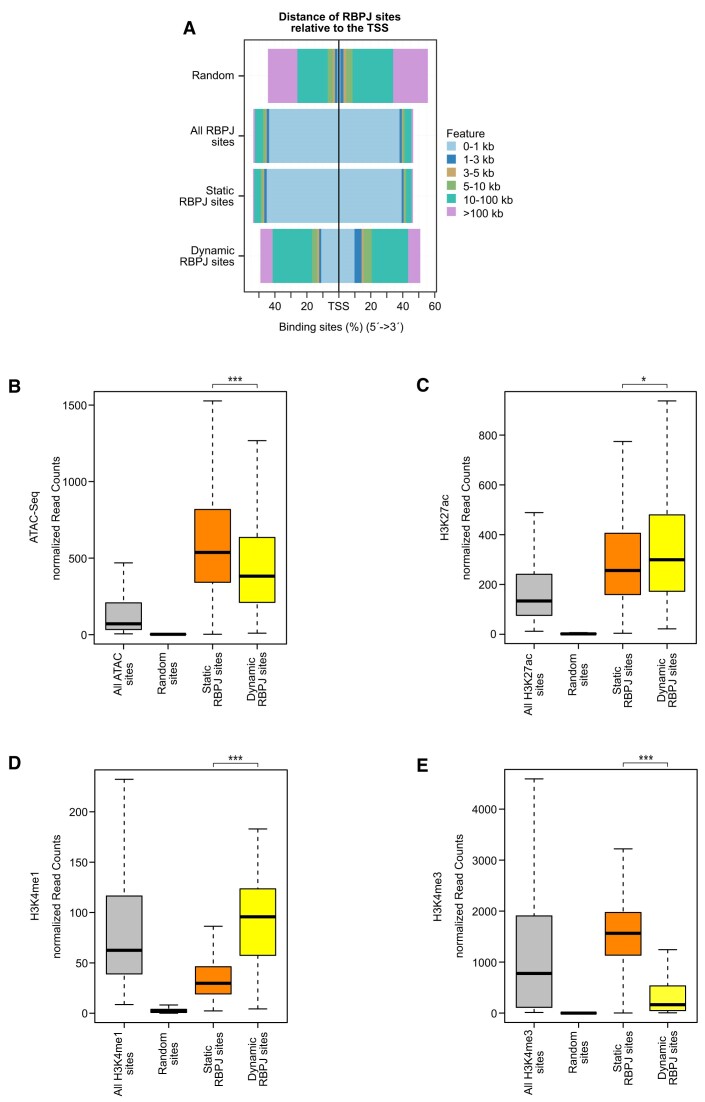
Dynamic RBPJ sites represent distal enhancers. (**A**) Distance of all, static and dynamic RBPJ sites to the next transcription starting site (TSS). The figure includes the genomic background distribution (random). (B–E) Beko cells were analyzed by ATAC-Seq and ChIP-Seq to characterize the chromatin landscape at static and dynamic RBPJ sites or at random sites and all detected sites of the given mark (or ATAC-seq) as control. (**B**) Box plot showing that both dynamic and static sites display an open chromatin configuration as measured by ATAC-Seq. The chromatin accessibility is observed at both static and dynamic RBPJ sites but slightly higher at static compared to dynamic ones. (**C**) Box plot showing that H3K27ac is higher at dynamic compared to static RBPJ sites. (**D**) Box plot showing that H3K4me1, a typical enhancer mark, is higher at dynamic compared to static RBPJ sites. (**E**) Box plot showing that H3K4me3 is higher at static compared to dynamic RBPJ sites. Wilcoxon rank sum tests (***P <0.001, *P <0.05).

In conclusion, dynamic and static RBPJ binding sites reveal both high levels of chromatin accessibility and activity but differ in regard to distance to the TSS, which is reflected in chromatin marks.

### Transcriptional response to Notch activation is preferentially associated with dynamic sites

In order to investigate the functional consequences of dynamic RBPJ binding we associated the RBPJ sites to nearby genes and we investigated whether gene expression of those genes was influenced by GSI treatment in Beko cells. This was achieved by combining ChIP-Seq data with previously published RNA-Seq data treating Beko cells for 24 h with GSI (16). RBPJ peaks were associated with their target genes using the basal plus extension model of GREAT (42) and effects of GSI treatment on gene expression were analyzed by RNA-Seq: Genes associated with dynamic RBPJ sites were significantly downregulated, while genes associated with static sites were hardly affected (Figure 3A–C and Supplementary Table S3). In support of that, we observed that dynamic sites are statistically more frequently associated with deregulated genes than expected by chance (Supplementary Figure S6A). Genes associated with both dynamic and static RBPJ sites are also enriched for significantly deregulated genes comparable to genes associated with only dynamic RBPJ sites (Supplementary Figure S6A) and we observed a good correlation between changes in gene expression and changes in RBPJ occupancy upon GSI treatment (Supplementary Figure S6B). This indicates that dynamic sites are indeed the drivers for transcriptional response, while static sites seem not to influence the transcriptional response induced by the Notch pathway.

**Figure 3.**
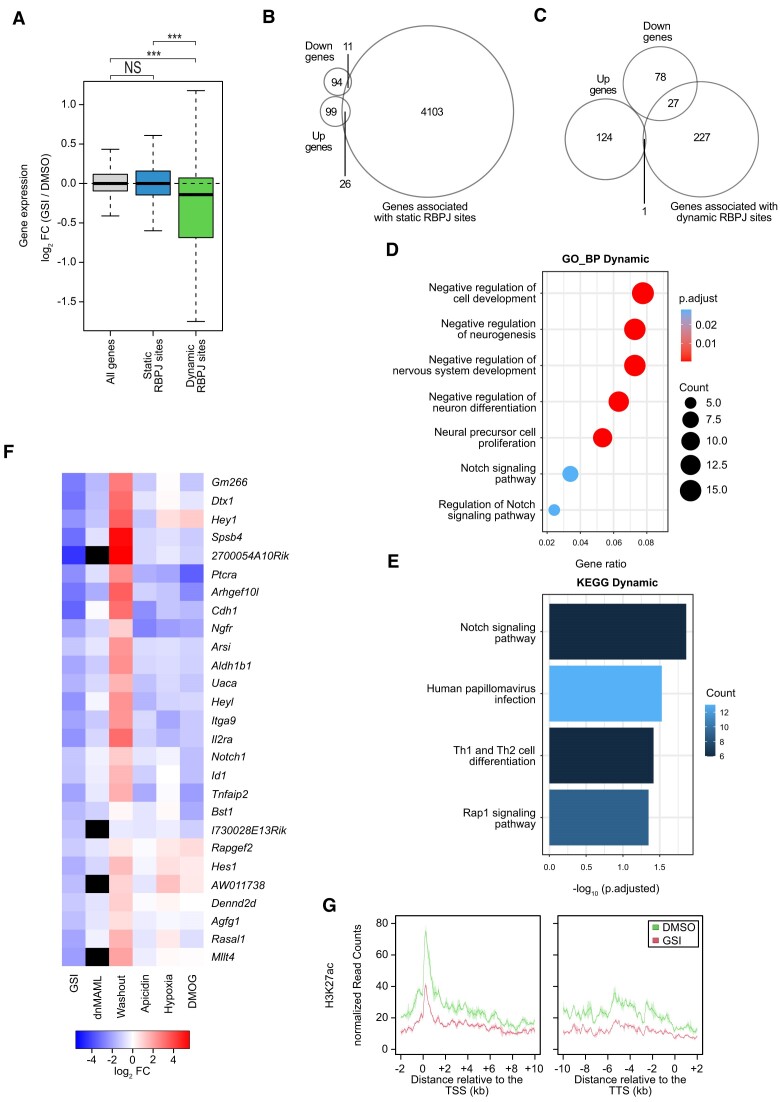
Transcriptional Notch responsiveness is associated with dynamic RBPJ sites. Beko cells were treated for 24 h with 10 μg/ml GSI or DMSO as control. (**A**) Box plot showing the effects of GSI treatment on the expression of genes associated with static or dynamic RBPJ sites. Wilcoxon rank sum tests (***P <0.001, NS = not significant). (**B**) Venn diagram showing the overlap between genes associated with static RBPJ sites and genes upregulated (up) or downregulated (down) upon GSI treatment. (**C**) Venn diagram showing the overlap between genes associated with dynamic RBPJ sites and genes upregulated (up) or downregulated (down) upon GSI treatment. (**D**) ORA based on the gene ontology (GO) database for the group of dynamic RBPJ sites identified in Beko cells. The panel depicts the results for the ‘Biological Process’ (BP) class. Full list of the GO terms identified in this study is available in Supplementary Table S5. (**E**) ORA analysis based on the KEGG database for the group of dynamic RBPJ sites identified in Beko cells. Full list of the KEGG terms identified in this study is available in Supplementary Table S5. (**F**) Heat maps showing the effects of a dominant negative mutant of MAML (dnMAML) (68), of GSI washout, apicidin treatment, hypoxia exposure or DMOG treatment on the expression of genes downregulated by GSI and associated with dynamic RBPJ binding sites. Black boxes indicate genes that are not represented in the microarray data from dnMAML-expressing cells. (**G**) Line plot showing the effects of GSI treatment within the gene bodies of those genes significantly downregulated upon GSI and associated with dynamic RBPJ sites on H3K27ac as measured by ChIP-Seq. Outline depciting the standard deviation of the replicates TSS: transcription starting site; TTS: transcription termination site.

Subsequently, we examined the functions of genes up or downregulated by GSI treatment in Beko cells: Notch-related terms from gene ontology (GO) and KEGG database were identified in the group of genes downregulated by GSI but this was not the case for the upregulated genes (Supplementary Table S4). Furthermore, we examined the functions of genes associated with either static or dynamic RBPJ sites. To this end, we analyzed the latter genes using an overrepresentation analysis (ORA) to test if they were enriched for genes associated with different known biological pathways. The genes associated with dynamic sites were enriched for different Notch-associated terms from GO and KEGG databases (Figure 3D, E and Supplementary Table S5). Furthermore, GO terms associated with negative regulation of development and neurogenesis pathways were significantly enriched within the genes with dynamic RBPJ sites (Supplementary Table S5). The term ‘Th1 and Th2 cell differentiation’ was significantly enriched, when interrogating the KEGG database. This is in line with previous publications, which highlighted the important role of Notch signaling in T helper cell development (57). In contrast, genes associated with static sites were only enriched for the Notch associated KEGG term (‘Notch receptor processing’) based on both GO and KEGG databases (Supplementary Figure S6C, D and Supplementary Table S5). To further validate the findings of the overrepresentation analysis and to correct for gene length mediated biases, identification of significantly enriched pathways was also performed using GREAT (42,43). For genes associated with dynamic sites different GO terms, including ‘Notch signaling pathway’, were enriched (Supplementary Table S6) but this was not the case for static sites (Supplementary Table S6). In addition, the Mouse Phenotype Single KO ontologies identified different T-cell specific phenotypes for genes associated with dynamic sites but not for genes associated with static sites (Supplementary Table S6), in line with the well-known role of Notch signaling in regulating T-cells (58,59). Taken together, dynamic RBPJ sites are strongly correlated with the canonical Notch response including different genes associated with various Notch-mediated functions. We also observed that significantly downregulated genes associated with dynamic RBPJ sites are also downregulated upon overexpression of a dominant negative mutant of the Notch cofactor Mastermind-like (dnMAML) (Figure 3F). 

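Beko cells are a mouse progenitor T-cell line with constitutively active Notch signaling, and DAPT, the γ-secretase inhibitor (GSI) used here, blocks the formation of NICD1. For the washout experiment, 4 RNA-Seq libraries were analyzed: 2 of Beko cells kept in GSI for 48 h, and 2 of cells that were kept in GSI for 48 h, washed, and cultured for another 24 h without the inhibitor. The paper gives the dose as 10 μg/ml, whereas the labels of the deposited libraries give 10 mg/ml. According to the paper's methods, the old inhibitor was washed away and fresh inhibitor added once during the treatment, at 24 h. Libraries were prepared from total RNA with a stranded kit that removes ribosomal RNA. The authors trimmed the reads, aligned them to the mm9 mouse genome with HISAT2 and deposited the number of reads counted on each of 24391 genes, without normalization. The paper's text does not name the strand setting or the overlap mode of the counting, so values of genes that overlap a neighbor are uncertain. The reads counted on genes came to 29671401 and 13716199 in GSI replicates 1 and 2, and to 36364200 and 14451995 in washout replicates 1 and 2. Table S11 of the paper gives the aligned reads, which were 49640350 and 23178880 for GSI and 53937398 and 21132926 for washout. All values here use the counted reads. In both conditions replicate 1 was the deeper library, so that depth differed more between replicates than between conditions. Across the genes tested, log2 CPM (counts scaled to the library total and the normalization factor) correlated at 0.990 between the GSI libraries and at 0.988 between the washout libraries, and at 0.935 to 0.947 between libraries of different conditions. Replicates of one condition differed by more than sampling noise, with a chi-square of 18.2 per degree of freedom for GSI and 28.5 for washout. Washout was compared with GSI by edgeR's quasi-likelihood test without a replicate block. The test covered the 12266 genes that passed filterByExpr, with TMM normalization (factors of 1.08 and 1.06 for GSI and 0.936 and 0.930 for washout) and Benjamini-Hochberg adjustment. As in the paper, genes were called deregulated at an adjusted p-value under 0.05 and a log2 fold change above 1 or below -1. Limits set by depth follow from 3 counts, which correspond to 0.0938 and 0.206 CPM in the GSI libraries and to 0.0881 and 0.223 CPM in the washout libraries, and cover counting error only.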

We further validated our findings by performing a washout of GSI: We treated Beko cells for 48 h with GSI and after that, we washed out (washout) the inhibitor and placed the cells back in culture for additional 24 h before analyzing their gene expression profile. First of all, we observed that the cleaved and active NICD1 protein reappears in the nuclear fraction upon GSI washout (Supplementary Figure S7A). Overall, the washout experiment matches quite well with our previous GSI gene expression data (16). 

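The GSI data of the paper (24 h of GSI against DMSO) come from other libraries and are given in Table S3. The copy used here holds 1999 of its 24391 rows, in alphabetical order of the gene symbols. For 691 of these genes the washout was tested as well. Across these genes, the log2 fold change upon washout computed here ran opposite to the paper's log2 fold change upon GSI, with a Pearson correlation of -0.69 and a Spearman correlation of -0.64. Genes are not independent replicates, so no p-value is attached to these correlations. The SD across genes was 0.95 for the log2 fold change upon washout and 0.51 for the paper's log2 fold change upon GSI. Among the genes of Fig. 3F, 2700054A10Rik is in this part of the table. Its reported value upon GSI in the paper is -4.43 (standard error 0.287). Upon washout its counts were 278 and 137, against 5 and 4 in GSI, a change in the opposite direction.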

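Upon washout, 950 of the genes tested were upregulated and 1437 were downregulated past both thresholds. The balance of the directions depended on the scaling: with the total count alone, 586 genes were higher and 1963 lower, which takes the share of upregulated genes from 39.8% to 23.0%. With the adjusted p-value alone, 3315 genes were higher and 3120 lower. For a direct view of GSI-responsive genes, the genes named in the enriched terms of Table S4 were used, which are a part of the paper's lists of deregulated genes. Of the 47 genes named there as downregulated by GSI, 43 could be tested, and 16 of these also appear in Fig. 3F. Their log2 fold change upon washout had a median of 1.76, which rose to 2.14 without GSI replicate 1. It was above 0 for 42 of the 43 genes, and 33 were upregulated past both thresholds. Ace had 47 and 11 counts upon washout and 0 and 0 in GSI, which makes it at least 5.35-fold higher. It lies on chromosome 11 from 105829259 to 105851278 (mm9) and overlaps Gm11651 on the other strand. Adgrg1 rose from 4.34 and 6.58 CPM to 65.9 and 61.9 CPM, a log2 fold change of 3.60. The exception was Adm, on chromosome 7 from 117771175 to 117773331. Here the log2 fold change of Adm was -1.10 (standard error 0.344, adjusted p = 0.037 from edgeR's quasi-likelihood test). With DESeq2 its adjusted p-value was 0.147. Of the 35 genes named in Table S4 as upregulated by GSI, 34 could be tested. Their median log2 fold change upon washout was -2.01, or -1.88 with the 2 genes whose washout libraries had 3 counts or fewer set at their limit. It was below 0 for 33 genes, and 28 were downregulated past both thresholds. Slc6a19 fell from 29 and 14 counts to 1 and 0 and was at least 4.18-fold lower. Cpa3, on chromosome 3 from 20115516 to 20142080, fell from 175.7 and 77.4 CPM to 9.34 and 2.23 CPM, a log2 fold change of -4.30. The exception here was Mapk11, with a log2 fold change of 0.34 (standard error 0.357, adjusted p = 0.464 from the same test), which is less than its standard error. No set test was run on either list, since the table names only genes that fall in an enriched term.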

In fact, genes downregulated by GSI were upregulated upon washout and genes upregulated by GSI are downregulated upon washout (Supplementary Figure S7B–E and Supplementary Table S3). 

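The RBPJ sites that the paper shows as examples allow a description by gene. According to Figs. 1D and S1B, Fig. 3F and Table S1, Gm266, Il2ra, Dennd2d, Hey1, Hes1 and Dtx1 have at least 1 dynamic site, whereas Lgmn, Sufu and Notch3 are shown with static sites only. All of these genes with a dynamic site are also genes of Fig. 3F, which the paper chose as down upon GSI. The genes with static sites only are not on that list. A rise upon washout was thus selected for in the former, so the contrast cannot show that the kind of site sets the response. The copy of Table S1 used here holds 1999 of its 3538 sites, so no test was run over all associated genes. In mm9 coordinates, it places the dynamic site of Il2ra on chromosome 2 from 11544824 to 11545164, upstream of the gene, which runs from 11564419 to 11614818. A static site lies inside Il2ra, from 11579349 to 11579566. The paper's log2 fold change of RBPJ binding upon GSI is -1.30 at the dynamic and -0.19 at the static site. Il2ra rose from 1.44 and 1.51 CPM in GSI to 12.4 and 14.6 CPM upon washout, a log2 fold change of 3.19 (standard error 0.220, adjusted p = 0.000343 from edgeR's quasi-likelihood test). The dynamic site of Dennd2d lies on chromosome 3 from 106265050 to 106265495, and that of Hey1 on the same chromosome from 8717302 to 8717946. Hey1 also has static sites, from 8666615 to 8667806, from 8766687 to 8767151 and from 8767458 to 8767772. Fig. S1B shows static binding at Hes1 as well. Dennd2d rose from 38.5 and 39.3 CPM to 70.7 and 89.7 CPM. The log2 fold change of Dennd2d, 1.04, lies close to the threshold and was 0.84 under total-count scaling, and the gene overlaps Cept1 and 2010016I18Rik on the other strand. Hey1 rose from 16.2 and 18.1 CPM to 179.9 and 199.7 CPM, by 3.47 on the log2 scale. Both sites listed for Dtx1, on chromosome 5 from 121135634 to 121136117 and from 121138372 to 121138897, are dynamic in Table S1 and lie inside the gene. Their log2 fold changes of binding upon GSI, -0.522 and -0.571 (standard errors 0.376 and 0.249), lie just past the paper's cut-off for a dynamic site. Fig. S1B shows static binding at Dtx1. Dtx1 rose by 3.20 on the log2 scale. Gm266 rose by 2.86, from 2.63 and 1.65 CPM to 18.4 and 13.5 CPM. Hes1 had 21.9 and 7.68 CPM in GSI and 43.6 and 38.0 CPM upon washout. Upon washout the log2 fold change of Hes1 was 1.42 (adjusted p = 0.0282 from the same test). It was 2.41 without GSI replicate 1 and 0.90 without GSI replicate 2. With DESeq2 the adjusted p-value of Hes1 was 0.0732. The genes shown with static sites only did not change past both thresholds. Their grouping rests on the figures, since only a part of Table S1 was available. Here the log2 fold change of Sufu was -0.04 (standard error 0.104, adjusted p = 0.752 from the same test). Close to 0 lay the log2 fold change of Notch3 as well, at 0.14 (standard error 0.161) and at -0.06 under total-count scaling. After a correction for GC content and length, which was chosen after seeing the data, Notch3 was higher at 0.78 (adjusted p = 0.00394 from the same test) and Sufu at 0.35 (adjusted p = 0.0172), both under the threshold of 1. It also took Dennd2d just under that threshold, to 0.997, whereas Gm266, Il2ra, Hey1, Hes1 and Dtx1 stayed past both thresholds. With replicates that differed, the log2 fold change of Lgmn was -0.27 (standard error 0.488), from counts of 212 and 35 in GSI against 160 and 38 upon washout, and without GSI replicate 1 its value was 0.69.

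**Figure D1:**
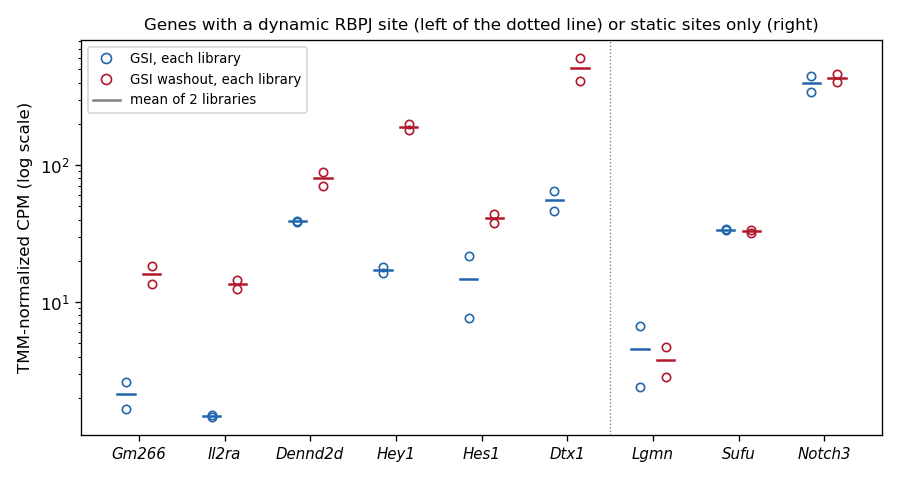
TMM-normalized CPM on a log scale of the 6 genes with at least 1 dynamic RBPJ site and the 3 genes that the paper shows with static sites only, in 2 GSI and 2 washout libraries each. Open circles are single libraries and bars their means. The 6 genes are also genes of Fig. 3F, which the paper chose as down upon GSI. In each of the 6 genes left of the dotted line both washout libraries lie above both GSI libraries, for example 179.9 and 199.7 against 16.2 and 18.1 CPM for Hey1.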

Importantly, genes associated with dynamic RBPJ sites are preferentially upregulated upon GSI washout (Supplementary Figure S7F). Similarly, genes downregulated by GSI and associated with dynamic RBPJ sites are strongly upregulated upon GSI washout (Figure 3F). In addition we reanalyzed our previously published RNA-Seq data upon treatment of Beko cells with apicidin, exposure to hypoxia or treatment with the hypoxia inducer DMOG (16,52): We observed that genes downregulated by GSI and associated with dynamic RBPJ sites are similarly downregulated by these treatments (Figure 3F and Supplementary Table S3).

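All 27 genes of Fig. 3F could be tested upon washout. Their log2 fold changes had a median of 2.01 and ranged from -0.23 to 5.50, the value of 2700054A10Rik (standard error 0.367, adjusted p = 0.000334 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Past both thresholds, 22 genes were upregulated and none was downregulated, both when adjusted over all genes tested and when adjusted over the list alone. The list was drawn up by the paper from other libraries. With total-count scaling 19 genes were past both thresholds, and in glmTreat against a log2 fold change of 1 it was 16. Requiring at least 10 counts in every library took 2700054A10Rik, Spsb4, Tnfaip2 and I730028E13Rik out of the test, and 19 of the remaining genes were past both thresholds. As a set, the 27 genes stood apart from all others in camera with a preset inter-gene correlation of 0.01 (p = 1.25e-22, two-sided). In fry, which asks whether the genes of a set changed and not whether they differ from all others, p was 0.00469. With the correlation estimated from the data, camera gave p = 0.0646. That setting rests on the few degrees of freedom left by 2 libraries per condition, so it has little power and does not decide the matter. Next to 2700054A10Rik, the highest log2 fold change belonged to Spsb4 on chromosome 9 (96843901 to 96919262, mm9), with 5.29 (standard error 0.384, adjusted p = 0.000345 from edgeR's quasi-likelihood test). It rests on 9 and 11 counts in GSI against 537 and 265 upon washout. Arhgef10l rose from 14.9 and 22.4 CPM to 176.0 and 229.8 CPM, a log2 fold change of 3.47. Notch1, on chromosome 2 from 26313423 to 26372183, rose from 505.6 and 636.5 CPM to 1184 and 1332 CPM. At this level the log2 fold change of Notch1 was 1.14 (standard error 0.156), and 0.94 under total-count scaling. Among the other genes past both thresholds were Aldh1b1 (2.40), Ptcra (2.37), Heyl (2.36), Itga9 (2.31), Arsi (2.30), Mllt4 (2.01), Tnfaip2 (1.66), Uaca (1.65), Rasal1 (1.60), Id1 (1.55) and Ngfr (1.05), each given with its log2 fold change. Mllt4 overlaps Tcte2 on the other strand. For Cdh1 the replicates lay far apart, with 0.469 and 2.47 CPM in GSI and 4.50 and 20.6 CPM upon washout. Across all libraries, the log2 fold change of Cdh1 was 3.26 (standard error 0.957, adjusted p = 0.0296 from the same test). It was 1.82 without washout replicate 2, and with DESeq2 the adjusted p-value was 0.0526. Of the 5 genes not past both thresholds, AW011738 (0.97), Agfg1 (0.75) and Rapgef2 (0.53) had an adjusted p-value under 0.05 but a log2 fold change under 1. For Rapgef2 this depended on the scaling, with 0.33 under total-count scaling (adjusted p = 0.112 from edgeR's quasi-likelihood test). Without washout replicate 2 the log2 fold change of Rapgef2 was 0.31. The log2 fold change of Bst1, which overlaps Fbxl5 on the other strand, was 0.16 (standard error 0.110, adjusted p = 0.268 from the same test), and -0.04 under total-count scaling. I730028E13Rik, with 15 and 19 counts in GSI and 33 and 3 upon washout, had replicates that differed. In all libraries the log2 fold change of I730028E13Rik was -0.23 (standard error 0.728). It was 0.55 without GSI replicate 2, 0.26 without washout replicate 2 and -1.82 without washout replicate 1. With 1 library left out at a time, the median of the 27 genes was between 1.82 and 2.18. From its own expression and chromatin data, the paper proposes that Notch signaling preferentially regulates genes with dynamic RBPJ sites.

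**Figure D2:**
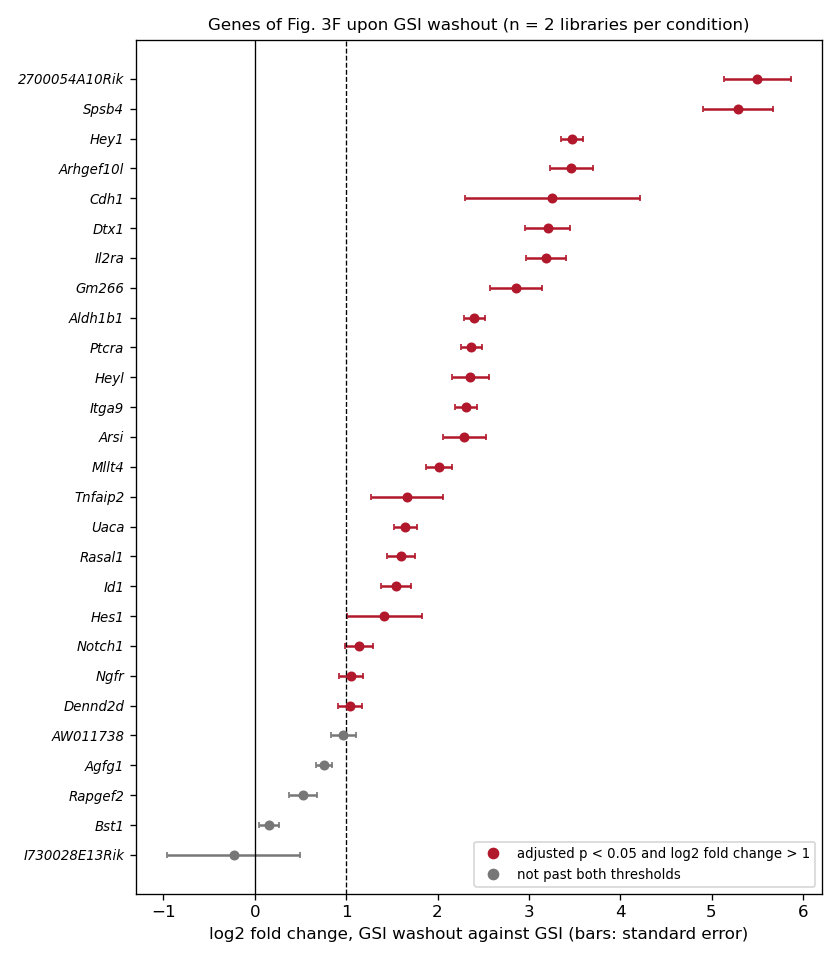
Log2 fold change of the 27 genes of Fig. 3F, GSI washout against GSI, with standard errors as bars. The dashed line marks a log2 fold change of 1, and the 22 genes past both thresholds are in red.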

Having identified genes downregulated upon GSI and associated with dynamic RBPJ sites, we next investigated the effects of GSI treatment on the chromatin state of those genes. We observed reduced levels of H3K27ac, H3K4me3, H3K18ac, H3K9ac and H3K36me3 upon GSI treatment (Figure 3G and S8). However, chromatin accessibility and H3K4me1 are hardly affected at both the TSS and within the gene bodies of genes downregulated by GSI and associated with dynamic RBPJ site(s) (Supplementary Figure S8). In contrast, H3K9me1, H3K9me2, H3K9me3, H3K27me1, H3K27me2, H3K27me3, H3K36me1, H3K36me2 are poorly enriched within gene bodies and not influenced by GSI treatment (Supplementary Figure S8).

Altogether, these data suggest that genes associated with dynamic RBPJ sites are preferentially regulated by the Notch signaling pathway and that the effects of this regulation are reflected in the chromatin dynamics.

### Dynamic RBPJ sites correlate with enhancer size

In order to further characterize the Notch transcriptional response, we focused on the analysis of chromatin structure in response to inactivation of Notch signaling at RBPJ sites. We observed reduced chromatin accessibility, H3K27ac, H3K4me3, H3K18ac and H3K9ac while H3K4me1 was unaffected at dynamic RBPJ sites in response to GSI treatment (Figures 4A–D and S9A–B). On the other side, minor but statically significant changes were observed at static RBPJ sites in response to inhibition of Notch signaling: We observed a slight but significant increase in chromatin accessibility, H3K4me1, H3K4me3 and H3K9ac and a slight but significant decrease in H3K27ac and H3K18ac (Figures 4A–D and S9A–B). We also observed a good correlation between changes in RBPJ occupancy and changes in H3K27ac or chromatin accessibility upon GSI treatment in Beko cells (Supplementary Figure S9C, D). Previous works highlighted a dynamic regulation at clusters of enhancers defined as super-enhancers (SEs) in response to Notch signaling (21). In conjunction with the H3K27ac ChIP-Seq data, we used the ROSE tool and detected 935 clusters of enhancers (Supplementary Table S7), which is comparable to the number of clusters of enhancers previously identified in other cells (60). As expected, H3K27ac is strongly enriched over the entire span of the identified clusters of enhancers (Supplementary Figure S10). In addition, we observed that H3K4me1 and H3K18ac and to a lesser extent H3K4me3, H3K9ac and H3K36me1 marks are enriched over the entire length of the identified clusters of enhancers (Supplementary Figure S10). Interestingly, clusters of enhancers are characterized by a mild ATAC-Seq signal indicative of open chromatin (Supplementary Figure S10). Of note, H3K36me2, H3K36me3, H3K27me1, H3K27me2, H3K27me3, H3K9me1, H3K9me2 and H3K9me3 are not enriched at clusters of enhancers (Supplementary Figure S10). Having identified the clusters of enhancers in Beko cells, we proceeded to characterize them in relation to Notch responsiveness. We first observed that a much larger fraction of dynamic RBPJ sites overlap with clusters of enhancers (7.5-fold), compared to static RBPJ sites (3-fold; Figure 4E). Noteworthy, even if a larger proportion of the dynamic sites are in clusters of enhancers, there are still more clusters of enhancers associated with static sites (Figure 4E), which can be explained by the roughly twenty times higher number of static sites. Furthermore, we observed that H3K27ac is preferentially reduced at clusters of enhancers that contain dynamic RBPJ sites compared to the ones that have static RBPJ sites in response to perturbation of Notch signaling (Figure 4F). Together, these data suggest that Notch responsiveness is associated with dynamically regulated RBPJ sites and these dynamic RBPJ sites often are localized within clusters of enhancers.

**Figure 4.**
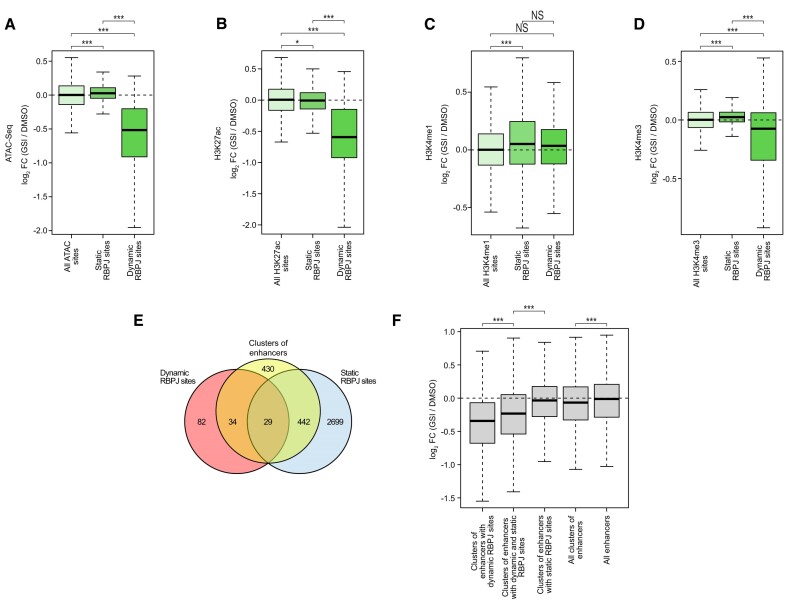
Notch responsiveness on the chromatin is associated with dynamic RBPJ sites. Beko cells were treated for 24 h with 10 μg/ml GSI or DMSO as control. Changes on the chromatin configuration were analyzed by ATAC-Seq and ChIP-Seq (A–D). Box plot showing the effects of GSI treatment on (**A**) chromatin accessibility, (**B**) H3K27ac, (**C**) H3K4me1 and (**D**) H3K4me3 at static and dynamic RBPJ sites as measured by ATAC-Seq and ChIP-Seq. Wilcoxon rank sum tests (*P <0.05, ***P <0.001, NS = not significant). (**E**) Venn diagram showing the overlap of clusters of enhancers with dynamic or static RBPJ sites in Beko cells. (**F**) Boxplot showing the changes in H3K27ac sites within all clusters of enhancers, clusters of enhancers associated with dynamic RBPJ sites, with static RBPJ sites or with both dynamic and static RBPJ sites.

### Dynamic binding behavior is conserved in triple-negative breast cancer cells

As a next step, we investigated whether distance and binding strength of RBPJ are predictive characteristics of Notch responsiveness also in other cell types. Therefore, we analyzed publicly available datasets from triple negative breast cancer (TNBC) cells (HCC1599 and MB157), in which the Notch signaling pathway has been first blocked with GSI and subsequently reactivated by washout of the inhibitor (19). TNBC is a subtype of breast cancer that is characterized by the lack of ER, PR, HER2 and is known to have active Notch signaling (61). Using RBPJ ChIP-Seq, we identified 14 010 binding sites in HC1599 and 7628 in MB157, respectively (Supplementary Figure S11A,B and S12A-B, respectively). In line with our findings in Beko cells, in both HCC1599 and MB157 cells static and dynamic binding behavior of RBPJ upon washout of GSI was detectable (Supplementary Figures S11A, B and S12A, B, respectively). In HCC1599, 2607 (∼18.6%) of the 14010 RBPJ sites had increased RBPJ binding after washout of GSI (Supplementary Figure S11A, B). In MB157, 2040 of 7628 (∼26.7%) sites were dynamically bound in response to reactivation of Notch signaling (Supplementary Figure S12A, B). Like in Beko cells, the RBPJ binding motif is preferentially enriched at dynamic but not at static sites while the SP binding motif is exclusively enriched at static sites (Supplementary Tables S8 and S9). Having identified dynamic and static RBPJ binding sites in HCC1599 and MB157 cells, we proceeded with their characterization.

In Beko cells, static sites are preferentially enriched at promoter proximal regions, whereas dynamic sites are mostly located at distal regulatory elements (Figures 2A and S2A). In order to test whether this binding behavior is characteristic also of TNBCs, we tested the binding position of dynamic and static RBPJ sites relative to the next TSS in both HCC1599 and MB157. Static RBPJ sites localize much closer to the TSS than the dynamic ones in both cell lines (Supplementary Figures S11C and S12C). We also observed a trend that changes in RBPJ occupancy correlate with changes in gene expression in TNBCs (Supplementary Figures S11D and S12D). Subsequently, we evaluated whether Notch responsiveness on the chromatin level, measured via H3K27ac levels, is preferentially associated with dynamic RBPJ sites. We observed significant changes in H3K27ac preferentially at dynamic RBPJ sites compared to the static ones upon perturbation of Notch signaling (Supplementary Figures S11E and S12E).

Our results in Beko cells suggest that binding strength and positioning of the RBPJ sites are good predictors of Notch responsiveness. Based on these results, we ranked the RBPJ sites in HCC1599 and MB157 by the quality of the peaks as measured by their respective *P*-values. We observed that a high ranking position is strongly correlated with dynamic binding of RBPJ (Figure 5A and D). We observed the inverse trend when looking at the distance to the TSS, where the fraction of dynamic sites becomes smaller with decreasing distance to the TSS (Figure 5B and E). In order to investigate whether there is a connection between Notch-dependent transcriptional response and dynamic sites also in TNBC cells, we tested the statistical enrichment of deregulated genes within the groups of genes that are associated with static or dynamic RBPJ sites. Very similar to Beko cells, we observed a higher enrichment of deregulated genes within the group of dynamic sites (Figure 5C and F).

**Figure 5.**
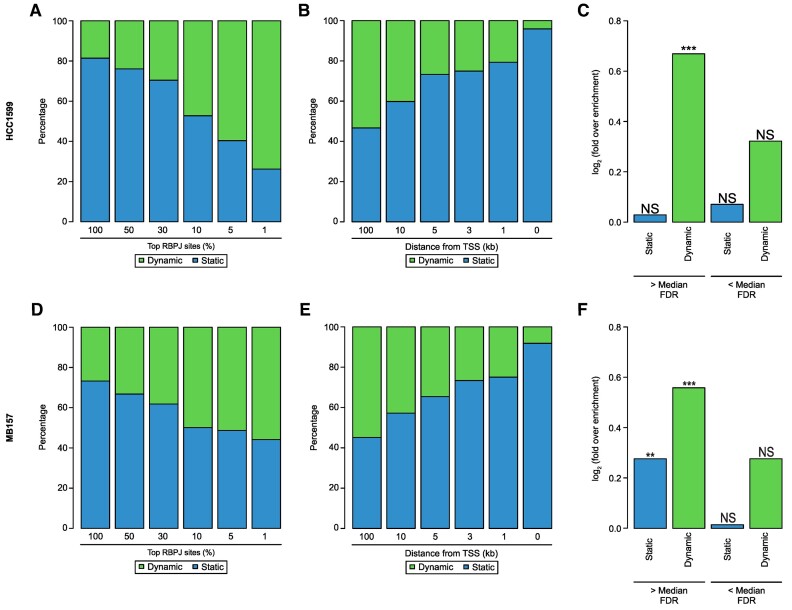
Notch responsiveness is preferentially associated with dynamic RBPJ sites in triple negative breast cancer (TNBC). Publicly available ChIP-Seq and RNA-Seq data were analyzed to investigate Notch responsiveness in HCC1599 (**A–C**) and MB157 (**D–F**) triple negative breast cancer (TNBC) cells. (A and D) Bar plot showing the correlation between static and dynamic RBPJ binding sites and their respective peak quality (MSPC’s p-value) in HCC1599 cells (A) or MB157 cells (D). (B and E) Bar plot showing the correlation between static and dynamic RBPJ binding sites and their distance to the transcription starting site (TSS) in HCC1599 cells (B) or MB157 cells (E). (C and F) Bar plot showing the enrichment of significantly deregulated genes within genes associated with only static or only dynamic RBPJ sites in HCC1599 cells (C) or MB157 cells (F). Additionally, the top half (> Median) and the bottom half (< Median) of all RBPJ sites shown. In these cases, we assigned genes associated with both static and dynamic sites as dynamic. Hypergeometric test (**P <0.01, ***P <0.001, NS = not significant).

Taken together, these results suggest that dynamic RBPJ sites are generally located far away from TSSs and are enriched for the high-quality sites in Beko cells and in TNBCs.

### Predicting dynamic and static RBPJ sites

Finally, we used a machine learning algorithm to predict dynamic and static RBPJ sites. This is potentially useful to identify cell type-specific Notch target genes in any given cell-type solely based on RBPJ binding information obtained by ChIP-seq.

As our training set, we used the combined data from Beko cells and MB157 cells to establish the training set used for the prediction model (Figure 6A). A random forest using the normalized p-value calculated of the peak, the genomic feature (e.g. promoter, gene body, intergenic) and the occurrence of the SP1 and RBPJ motif as a feature for the prediction of static and dynamic RBPJ sites in Beko cells (Figure 6A). The model could efficiently predict both static and dynamic RBPJ sites (Figure 6B, E and Supplementary Table S10). In order to test whether the model is actually able to predict dynamic and static sites in other cell types, we first tested the model on the other TNBC cell line HCC1599. We were able to predict most of the static and dynamic sites in HCC1599 (Figure 6C, E and Supplementary Table S10). Moreover, the 77% of the predicted dynamic sites were true positives.

**Figure 6.**
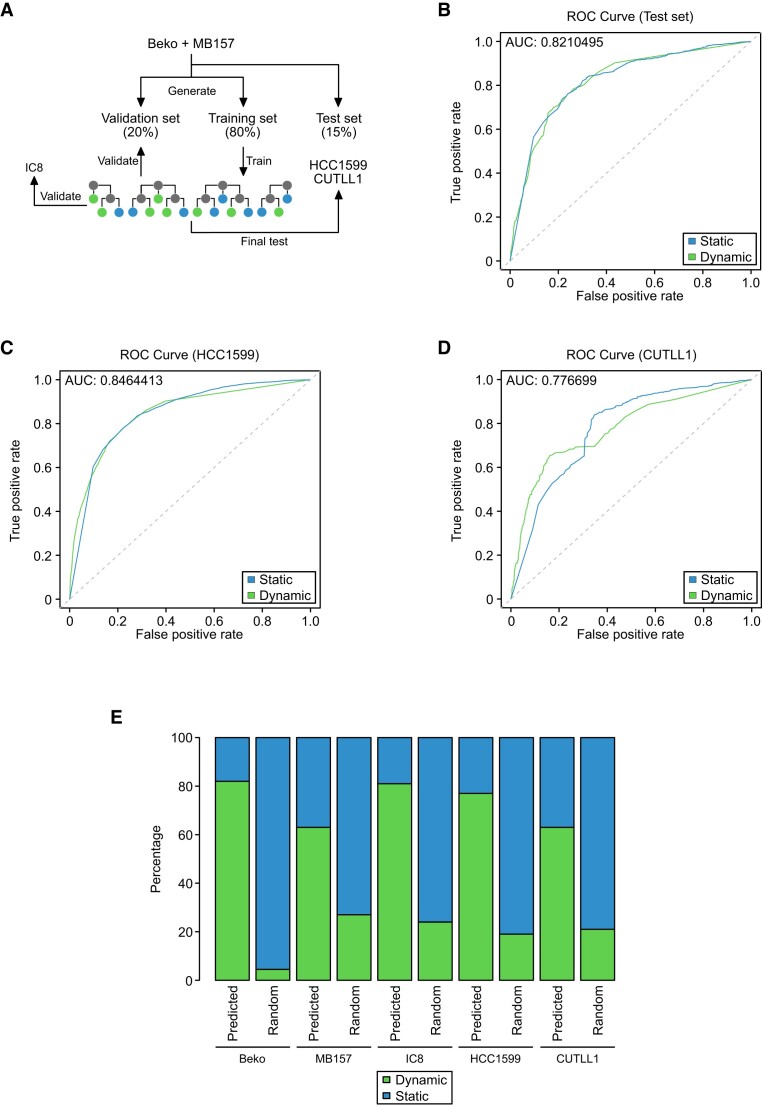
Development of a model for prediction of Notch responsiveness. (**A**) Schematic representation of the approach used to develop and test the prediction model used to identify static and dynamic RBPJ binding sites. (**B**) ROC curves showing the true and false positive rates of the prediction model for static and dynamic sites independently in the test data set (Beko cells + MB157 cells). (**C**, **D**) The prediction model is able to identify static and dynamic RBPJ sites with high accuracy in HCC1599 and CUTLL1. (**E**) Bar plot comparing predicted dynamically bound RBPJ binding sites versus randomly selected RBPJ sites in Beko, HCC1599, MB157, CUTLL1 and IC8 cells as inferred by the random forest approach.

Finally, we searched for other testable data sets and used data from human T-cell acute lymphoblastic leukemia (T-ALL) called CUTTL1 also employing washout of Notch inhibitor GSI to dynamically regulate the Notch response (21,24,62). We could efficiently identify responsive RBPJ sites in CUTTL1 (Figure 6D, E and Supplementary Table S10). The machine learning approach allows the simple identification of dynamic sites, indicative for Notch responsiveness.

To further validate the efficiency of the predicted dynamic and static sites with the actual measured changes in RBPJ binding upon GSI washout. Of note, the criterion to define an RBPJ site as dynamic was dependent on the changes in Notch activity (log_2_FC > 0.5 for the washout of GSI or < -0.5 for the GSI treatment). In HCC1599 (Figure 7A) and CUTLL1 (Figure 7B) cell lines significant differences between the predicted static and dynamic sites were also detectable. For both cell lines, the predicted dynamic sites had a much stronger increase of RBPJ binding upon washout of GSI compared to the predicted static sites.

**Figure 7.**
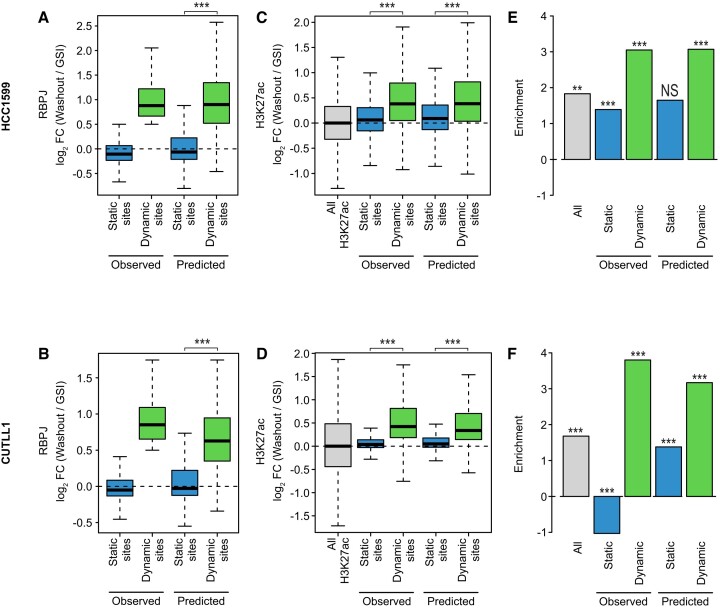
Predicted dynamic sites are comparable to observed ones. (A, B) Box plots showing the RBPJ binding changes upon GSI washout for observed and predicted static or dynamic RBPJ binding sites in HCC1599 (**A**) and CUTLL1 (**B**) cells. (C, D) Box plots showing the H3K27ac changes upon GSI washout for observed and predicted static or dynamic RBPJ binding sites in HCC1599 (**C**) and CUTLL1 (**D**) cells. (E, F) Bar plot showing the enrichment of significantly deregulated genes within genes associated with predicted static or dynamic RBPJ sites in HCC1599 (**E**) and CUTLL1 (**F**) cells. Hypergeometric test (*P <0.05, **P <0.01, ***P <0.001, NS = not significant).

An additional feature of dynamic sites was the changes in H3K27ac levels. In order to test, whether these changes were still detectable for the predicted static and dynamic sites, we analyzed H3K27ac ChIP-Seq upon washout of GSI in HCC1599 and CUTLL1. As expected, there is a significant increase in H3K27ac levels at the dynamic versus static sites in both HCC1599 (Figure 7C) and CUTLL1 (Figure 7D). Subsequently, we analyzed the transcriptional response of genes associated with predicted static and dynamic RBPJ sites. The previous analysis showed that genes associated with dynamic sites were more likely significantly differentially regulated in response to Notch signaling. To this end, we used the beforementioned enrichment of differentially expressed genes (DEG) analysis for the groups of predicted static and dynamic RBPJ binding sites. In line with our results in Beko cells, the enrichment of DEGs was much higher for predicted dynamic sites than for predicted static sites for all cell lines under investigation (Figure 7E, F).

In conclusion, the machine learning approach allows to efficiently identify Notch-responsive RBPJ binding sites on a genome-wide scale.

## Discussion

Here, we propose a model for the responsiveness of Notch target genes solely based on the localization, associated motifs and binding strength of the transcription factor RBPJ. We are able to predict functional target sites and thus Notch responsiveness.

When focusing on the differences of sequence context between dynamic and static sites, it is surprising that the dynamic sites carry the canonical RBPJ binding motif ‘TGGGAA’ far more often than the static ones. This could indicate that at dynamic sites RBPJ binds directly to DNA, whereas at static sites the binding may have to be stabilized by additional factors. At the same time these factors may mask certain accessible cofactors or chromatin features and thus prevent activation. We have seen that RBPJ motifs at dynamic and static sites are characterized by subtle differences. Moreover, static RBPJ sites are also marked by additional binding motifs and it remains to be seen whether these contribute to the lack of responsiveness, which may point to a commonly used mechanism. Interestingly, one of top motifs identified at static sites is the RONIN/HCF-1 motif (63,64). This has been described to be specifically associated with housekeeping promoters that are sufficient for robust expression of genes lacking distal enhancers. We speculate that these promoters are particularly robust to perturbations. Noteworthy, the RONIN/HCF-1 motif is composed of two small motifs separated by 2–3 nucleotides, one of which being extremely similar to the RBPJ motif. This might indicate that TFs compete or form a Notch-non-responsive configuration.

In line with this, the vast majority of static sites is associated with TSSs. It has been described that many promoters are resistant to transcriptional perturbations and are tuned to transcriptional robustness. Interestingly, even the shape of the promoter and number of TF binding sites dictate the plasticity of promoters (65,66). Thus, RBPJ binding even together with a coactivating complex might not be decisive in the context of such broad promoters with multiple competing TFs. In contrast to the static sites, a characteristic of a dynamic RBPJ sites could be that the chromatin can possibly form chromatin loops. Apart from looping presence of CTCF sites might also influence the potentially dynamic binding of RBPJ (19,67).

Taken together, it is conceivable that dynamic RBPJ sites represent the well-known Notch targets, while RBPJ at static sites could serve as a ‘gate-keeper’ function and/or be involved in an RBPJ dependent/Notch-independent regulation.

The heterogeneity of the transcriptional outcomes of Notch activation remains a major conundrum. One proposition is that the activation complex consisting of RBPJ/NICD and additional coactivators has enhanced binding activity or that two such coactivator complexes bind cooperatively and this requires two head-to-head RBPJ sites (50,51). Such sites do not account for the majority of dynamic sites determining Notch responsiveness. Our data indicate that enhancer positioning relative to the TSS is more decisive. Our machine learning approach, focusing on RBPJ binding sites and genomic features, not only reduces the time and effort to identify robust Notch responsive genes with good accuracy, but also suggests that this could apply for other TFs factors, such as p53 or TCF of the Wnt signaling pathway. Our data strongly supports the notion that for RBPJ and Notch target genes a locus control region or clusters of enhancers, is important for gene responsiveness. In future, it will be interesting to investigate whether this is also the case for other inducible TFs.

Taken together, computational analyses of TF RBPJ binding combined with distinct genomic features can be used to identify Notch responsiveness in any given cell type. Likely, a comparable model can be established for other inducible systems.

## Supplementary Material

gkae292_Supplemental_Files

## Data Availability

All the data generated in this study have been deposited at GEO under accession number GSE235984. The code to run the prediction of dynamic and static RBPJ sites is available in Zenodo at https://doi.org/10.5281/zenodo.10887370, and at https://github.com/tubcraft/DynamicRBPJ.

# Supplementary material for: Comprehensive genomic features indicative for Notch responsiveness
**Source:** Nucleic Acids Res. 2024 Apr 22;52(9):5179–94. doi: 10.1093/nar/gkae292
**Supplement:** gkae292_Supplemental_Files

**A**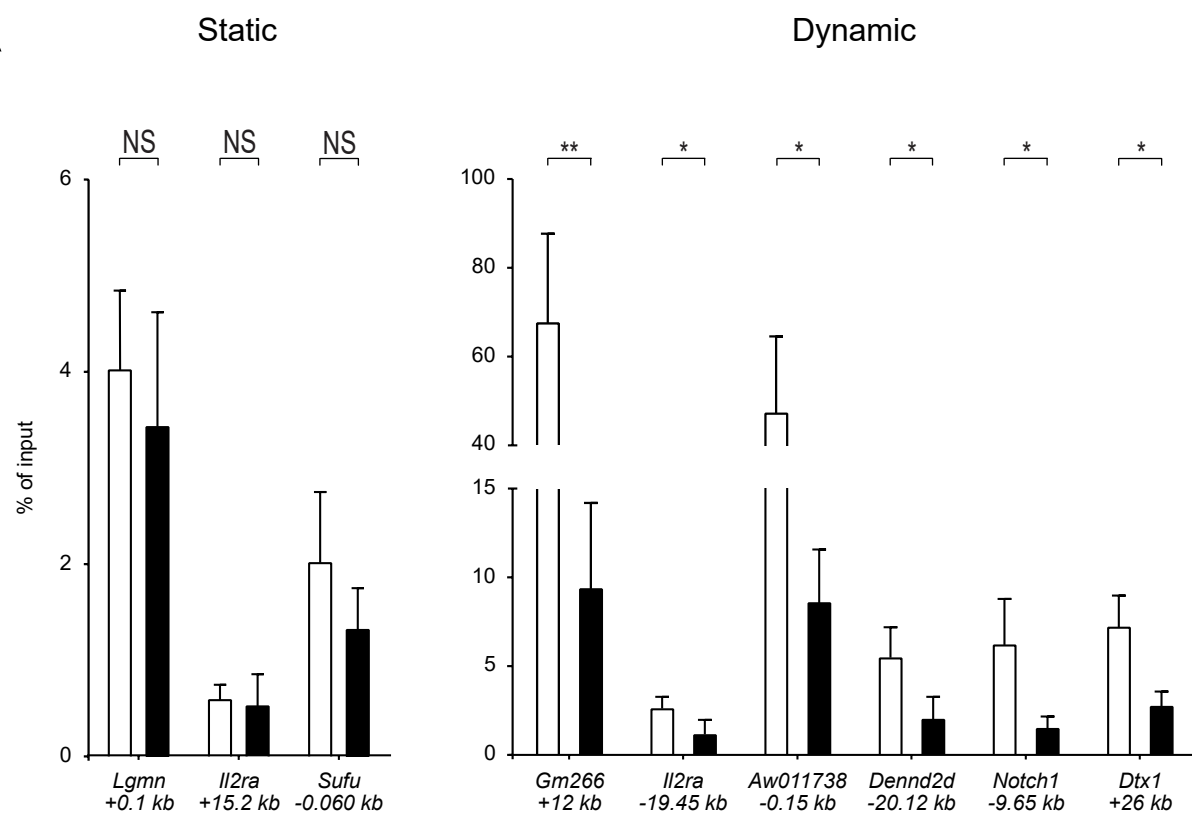**B**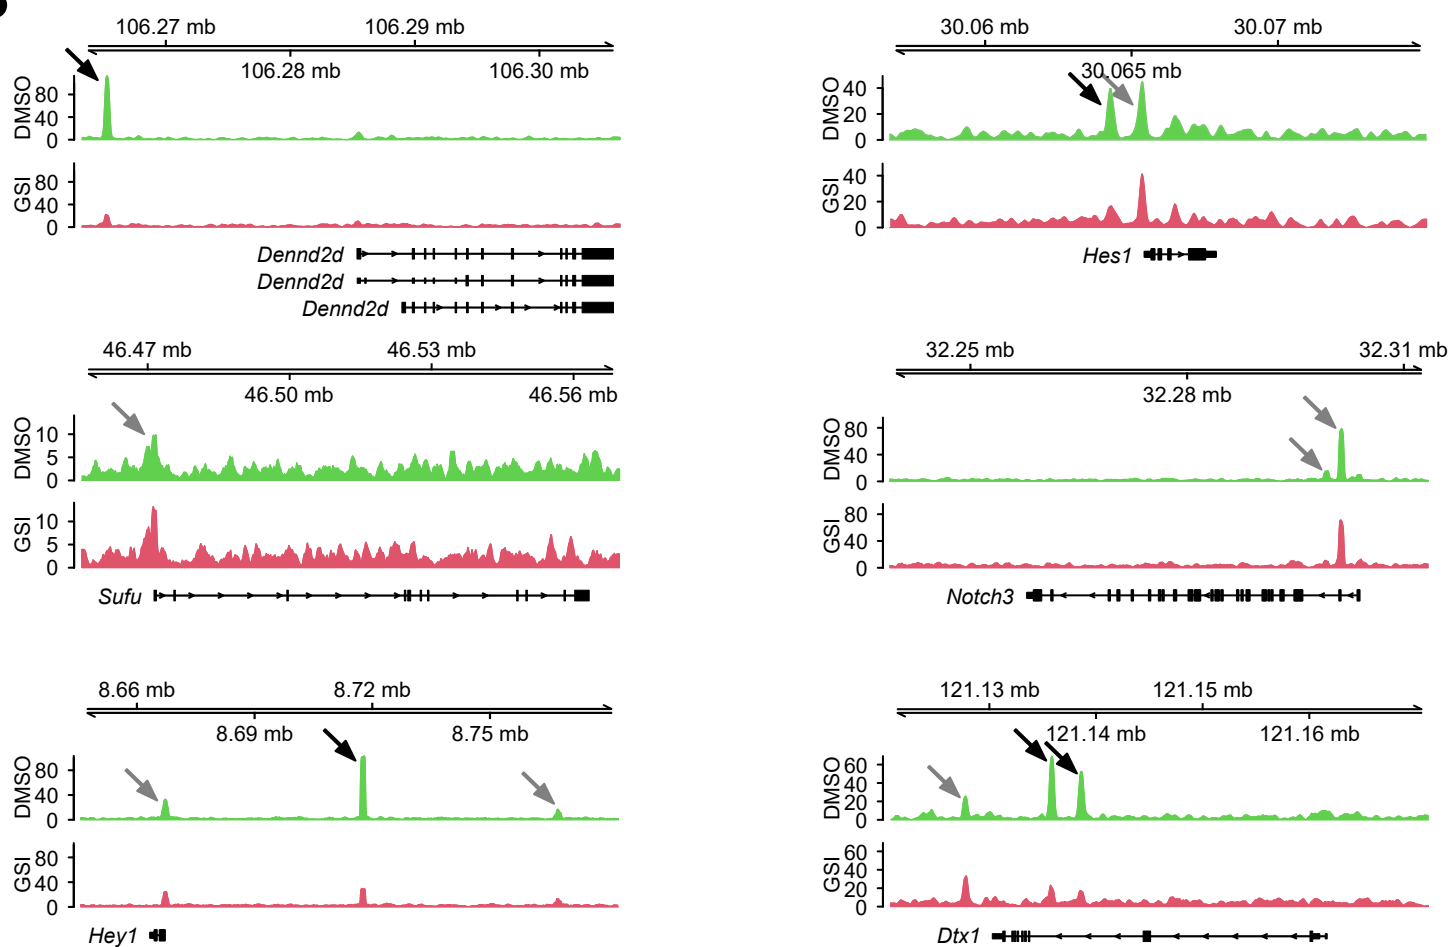

Figure S1

C

| Cluster | Motif logos                                                                       | Motif source | Sites | %     | E_value  | Most similar motif                                         |
|---------|-----------------------------------------------------------------------------------|--------------|-------|-------|----------|------------------------------------------------------------|
| Static  | 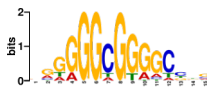 | MEME         | 2247  | 60.89 | 1.3e-394 | MA0079.3 (SP1)<br>MA0685.1 (SP4)                           |
|         | 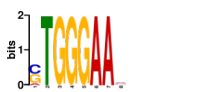 | MEME         | 638   | 17.29 | 1.8e-066 | MA1116.1 (RBPJ)<br>ZNF75A DBD<br>MA0519.1 (STAT5A::STAT5B) |
| Dynamic | 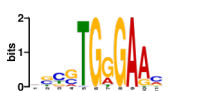 | MEME         | 128   | 81.01 | 1.3e-083 | MA1116.1 (RBPJ)<br>MA1122.1 (TFDP1)                        |
|         | 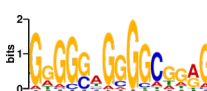 | MEME         | 29    | 18.35 | 1.1e-007 | MA0079.3 (SP1)<br>MA0516.1 (SP2)<br>MA0599.1 (KLF5)        |

D

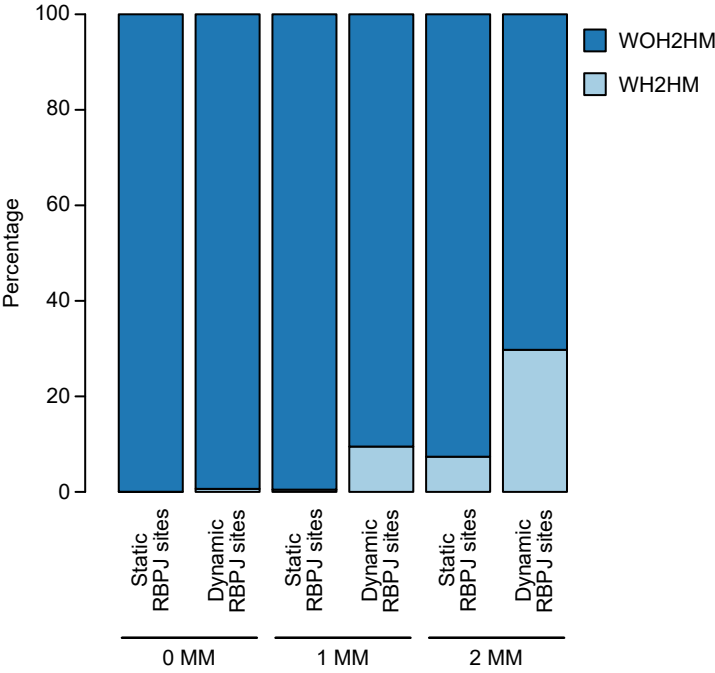

E

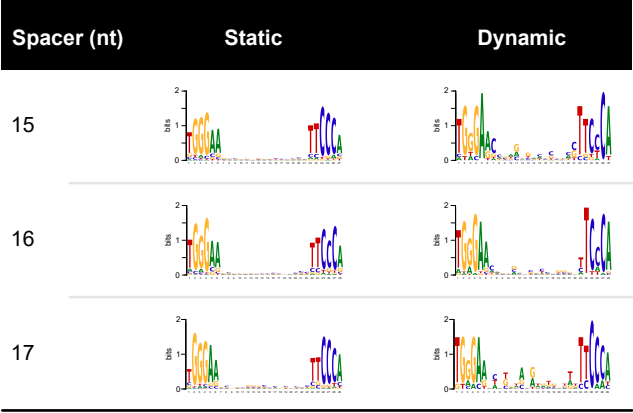

Figure S1\_continued

**A**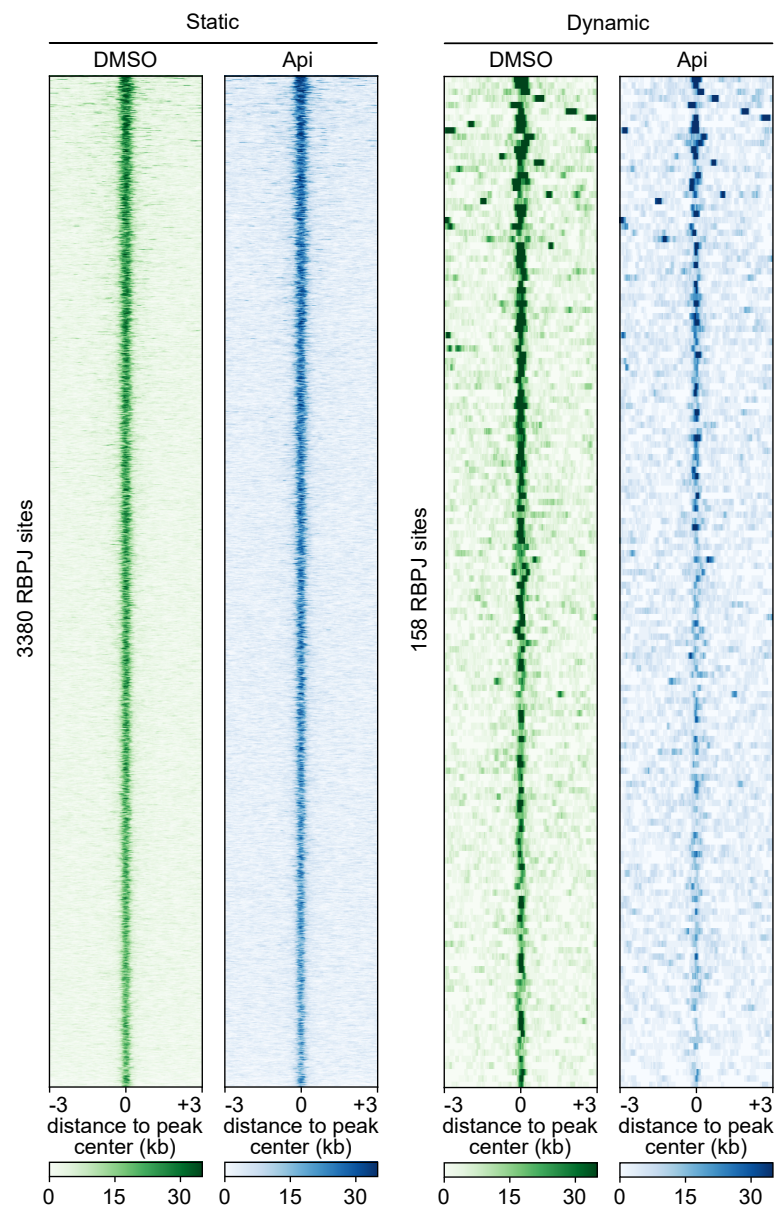**B**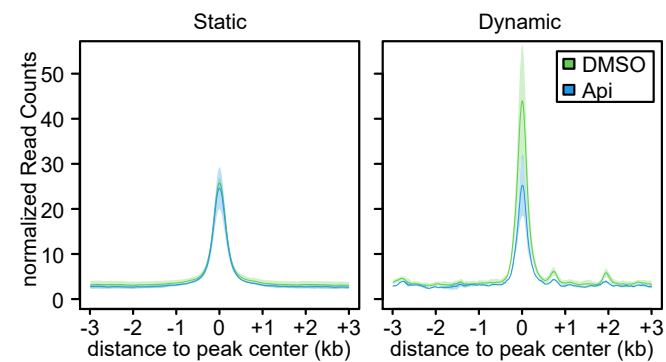

Figure S2

**A**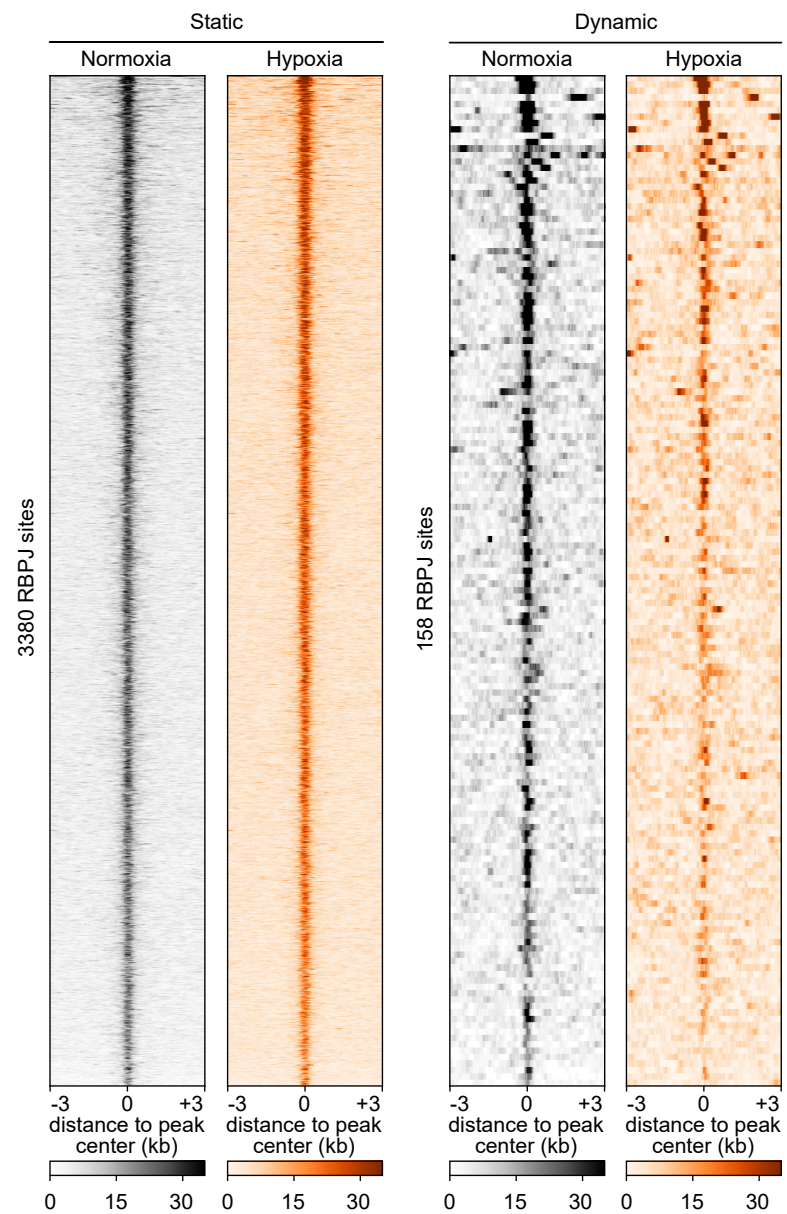**B**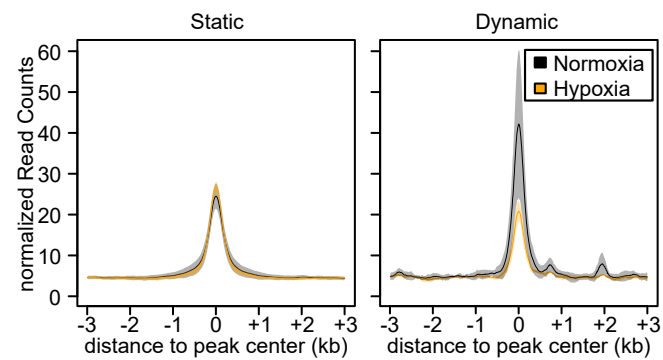

Figure S3

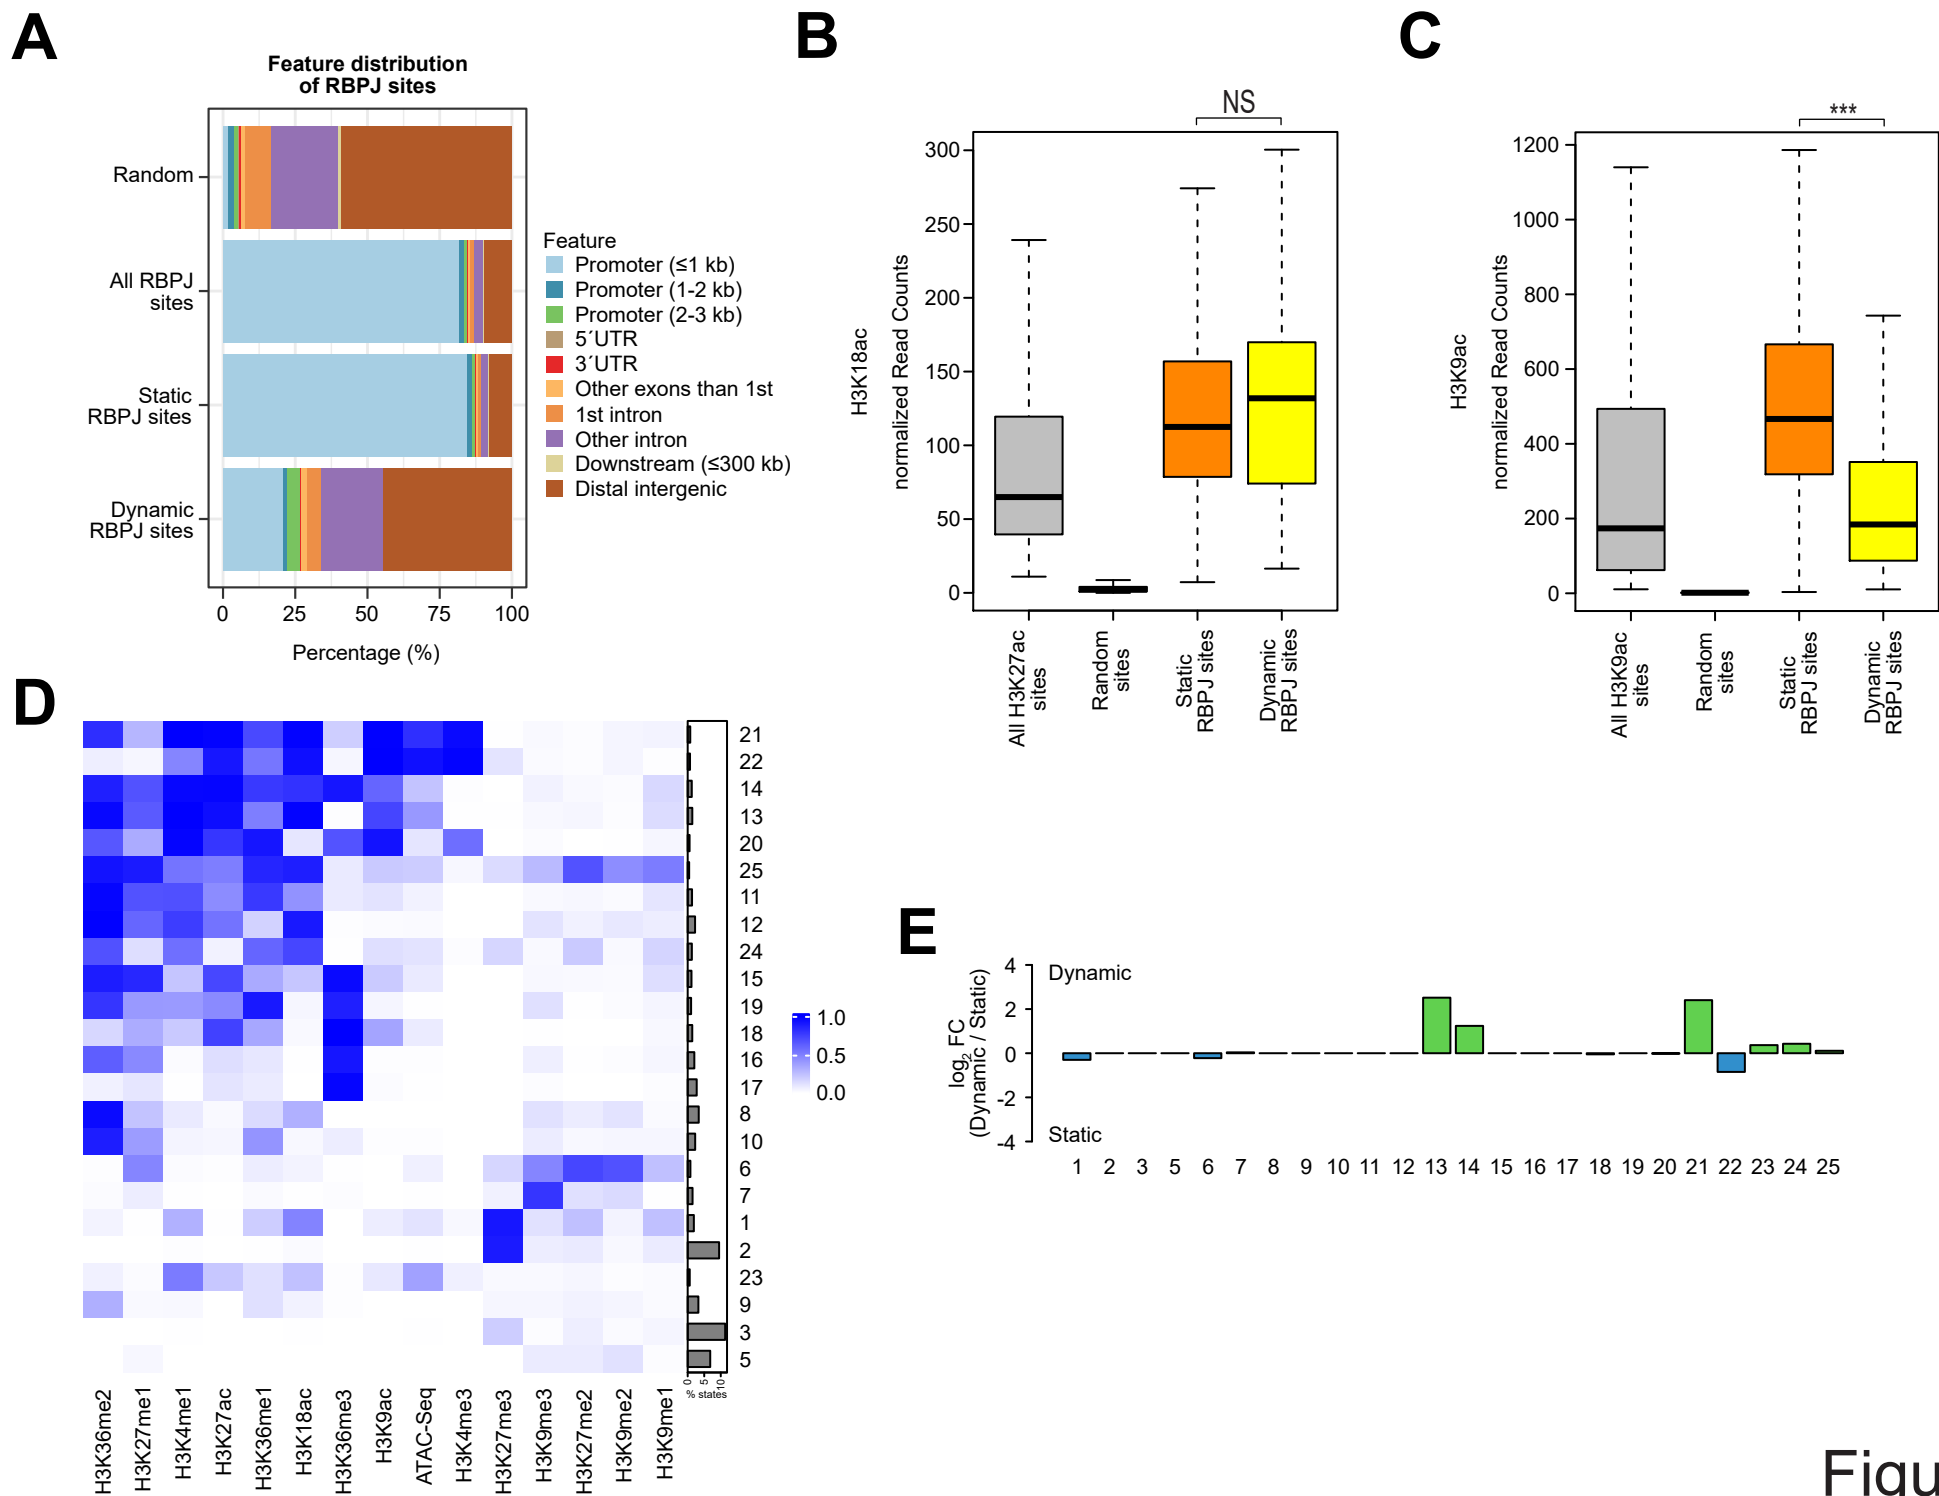

Figure S4

**A**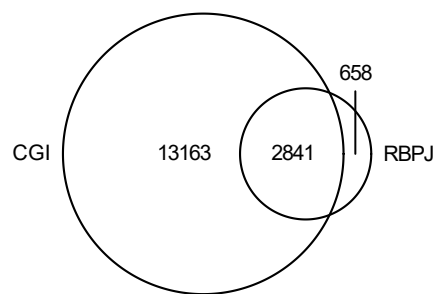**B**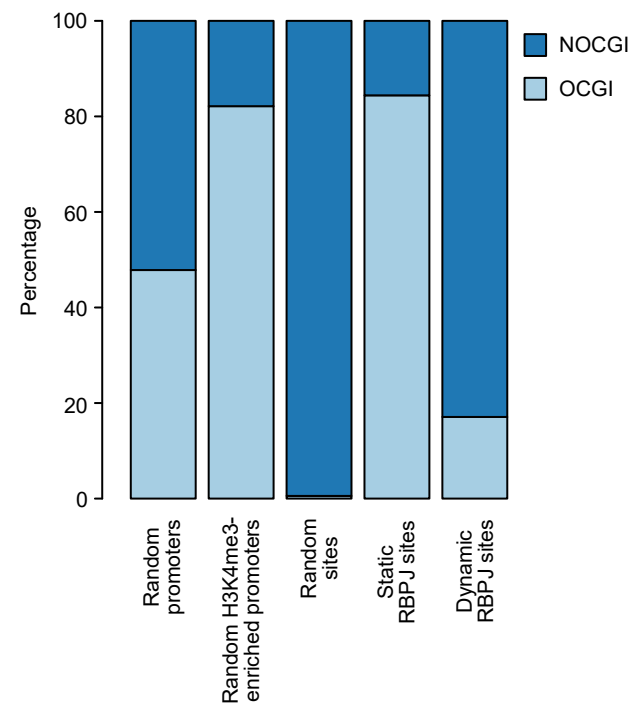**C**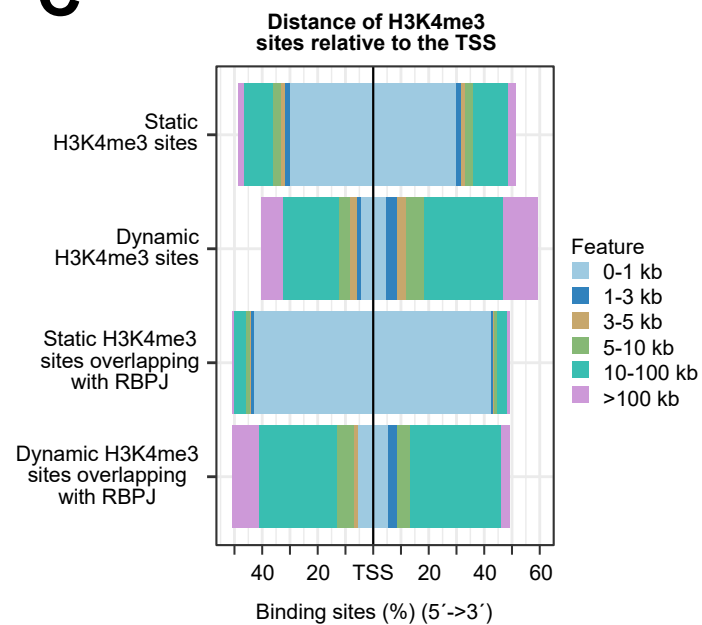**D**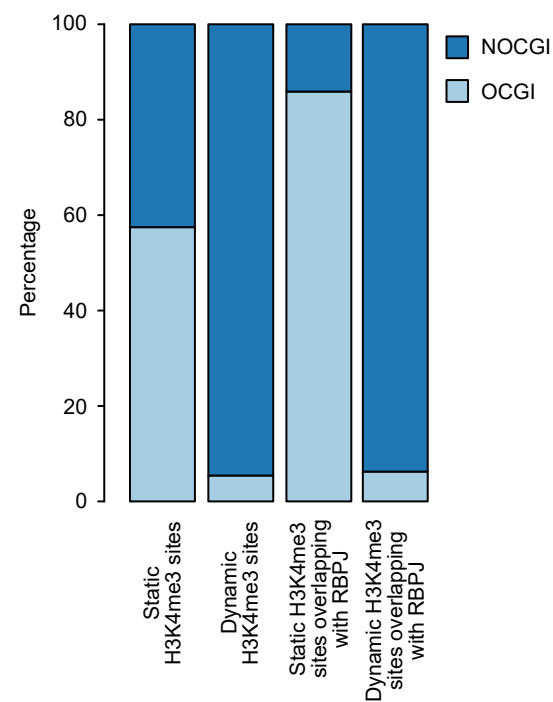

Figure S5

**A**

Fold over enrichment of identified sig DEG vs random

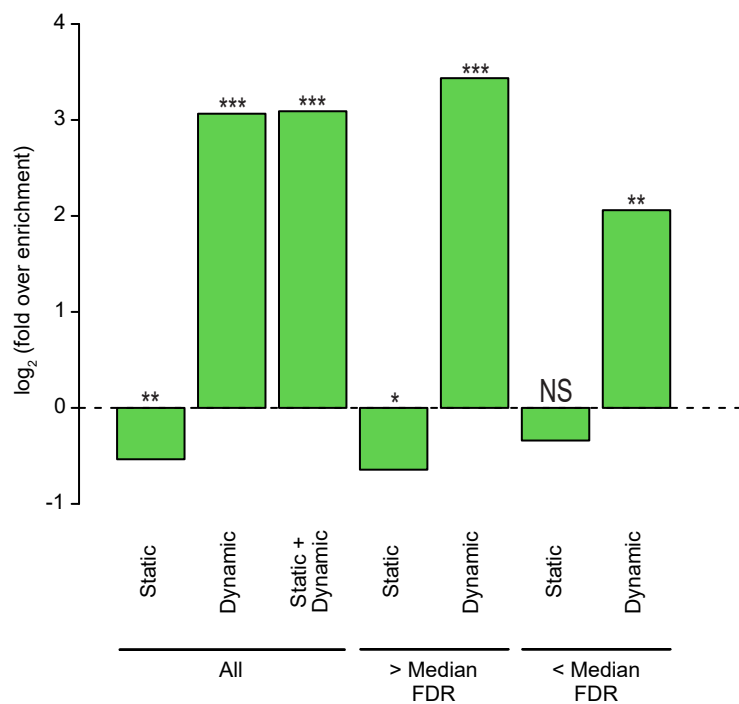**B**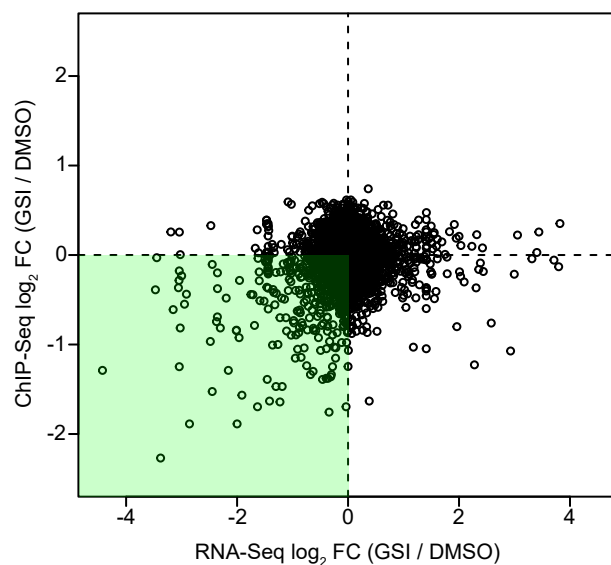**C**

GO\_BP Static

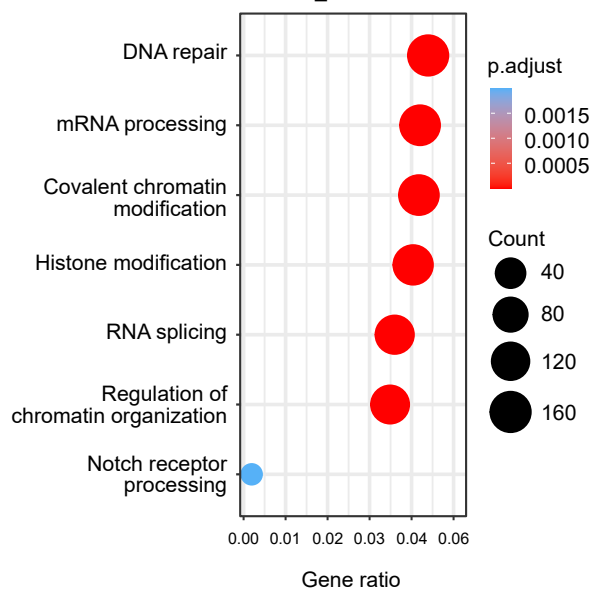**D**

KEGG Static

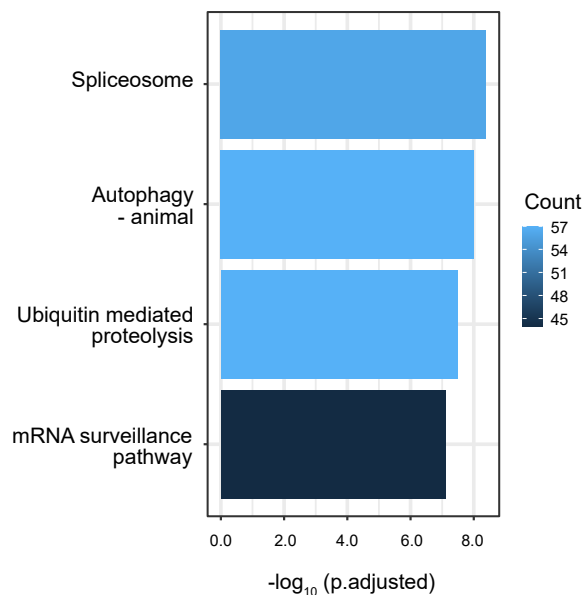

Figure S6

**A**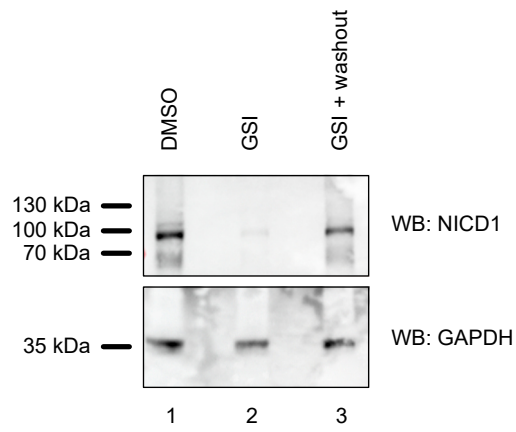**B**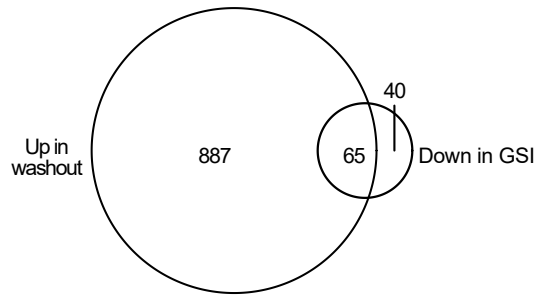**C**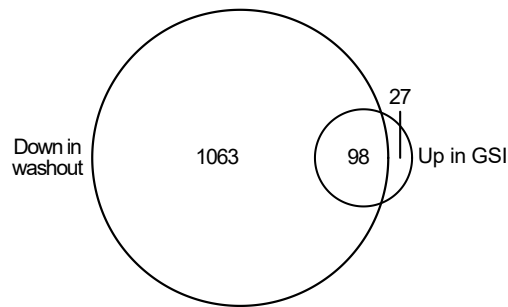**E**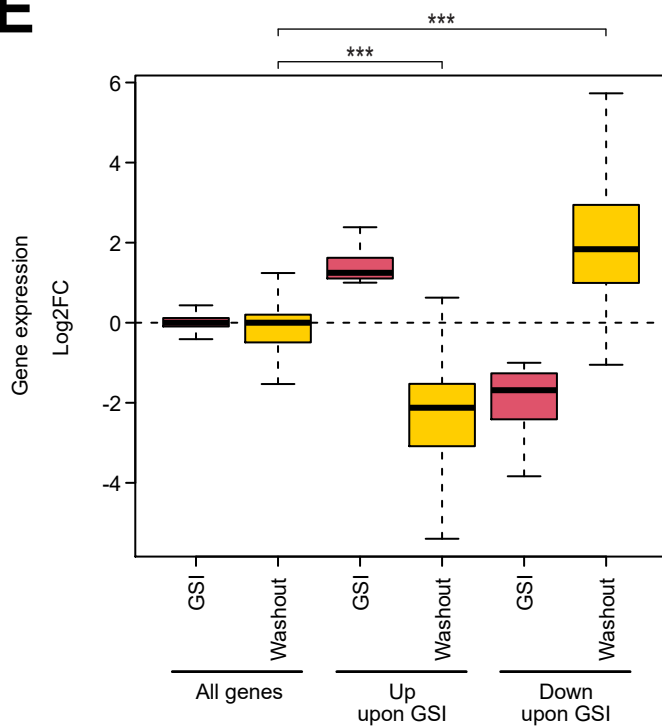**D**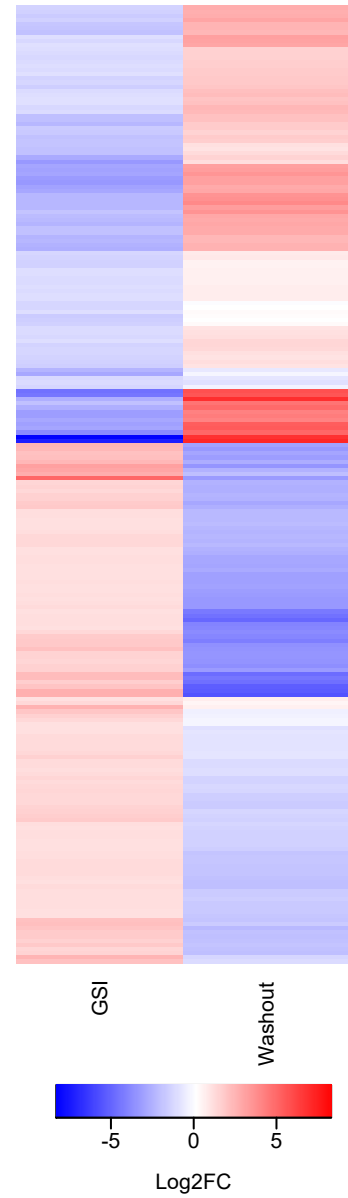**F**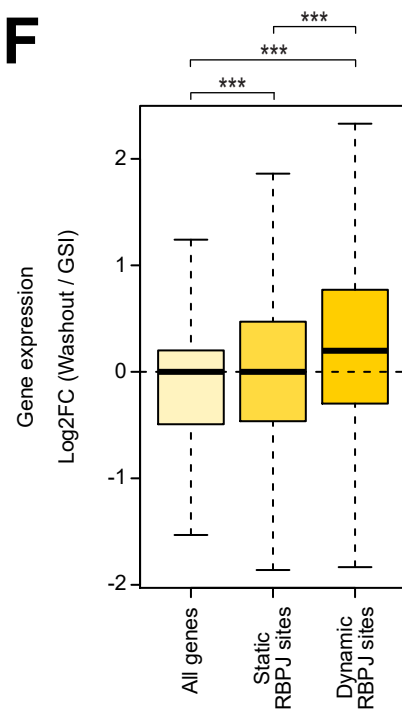**Figure S7**

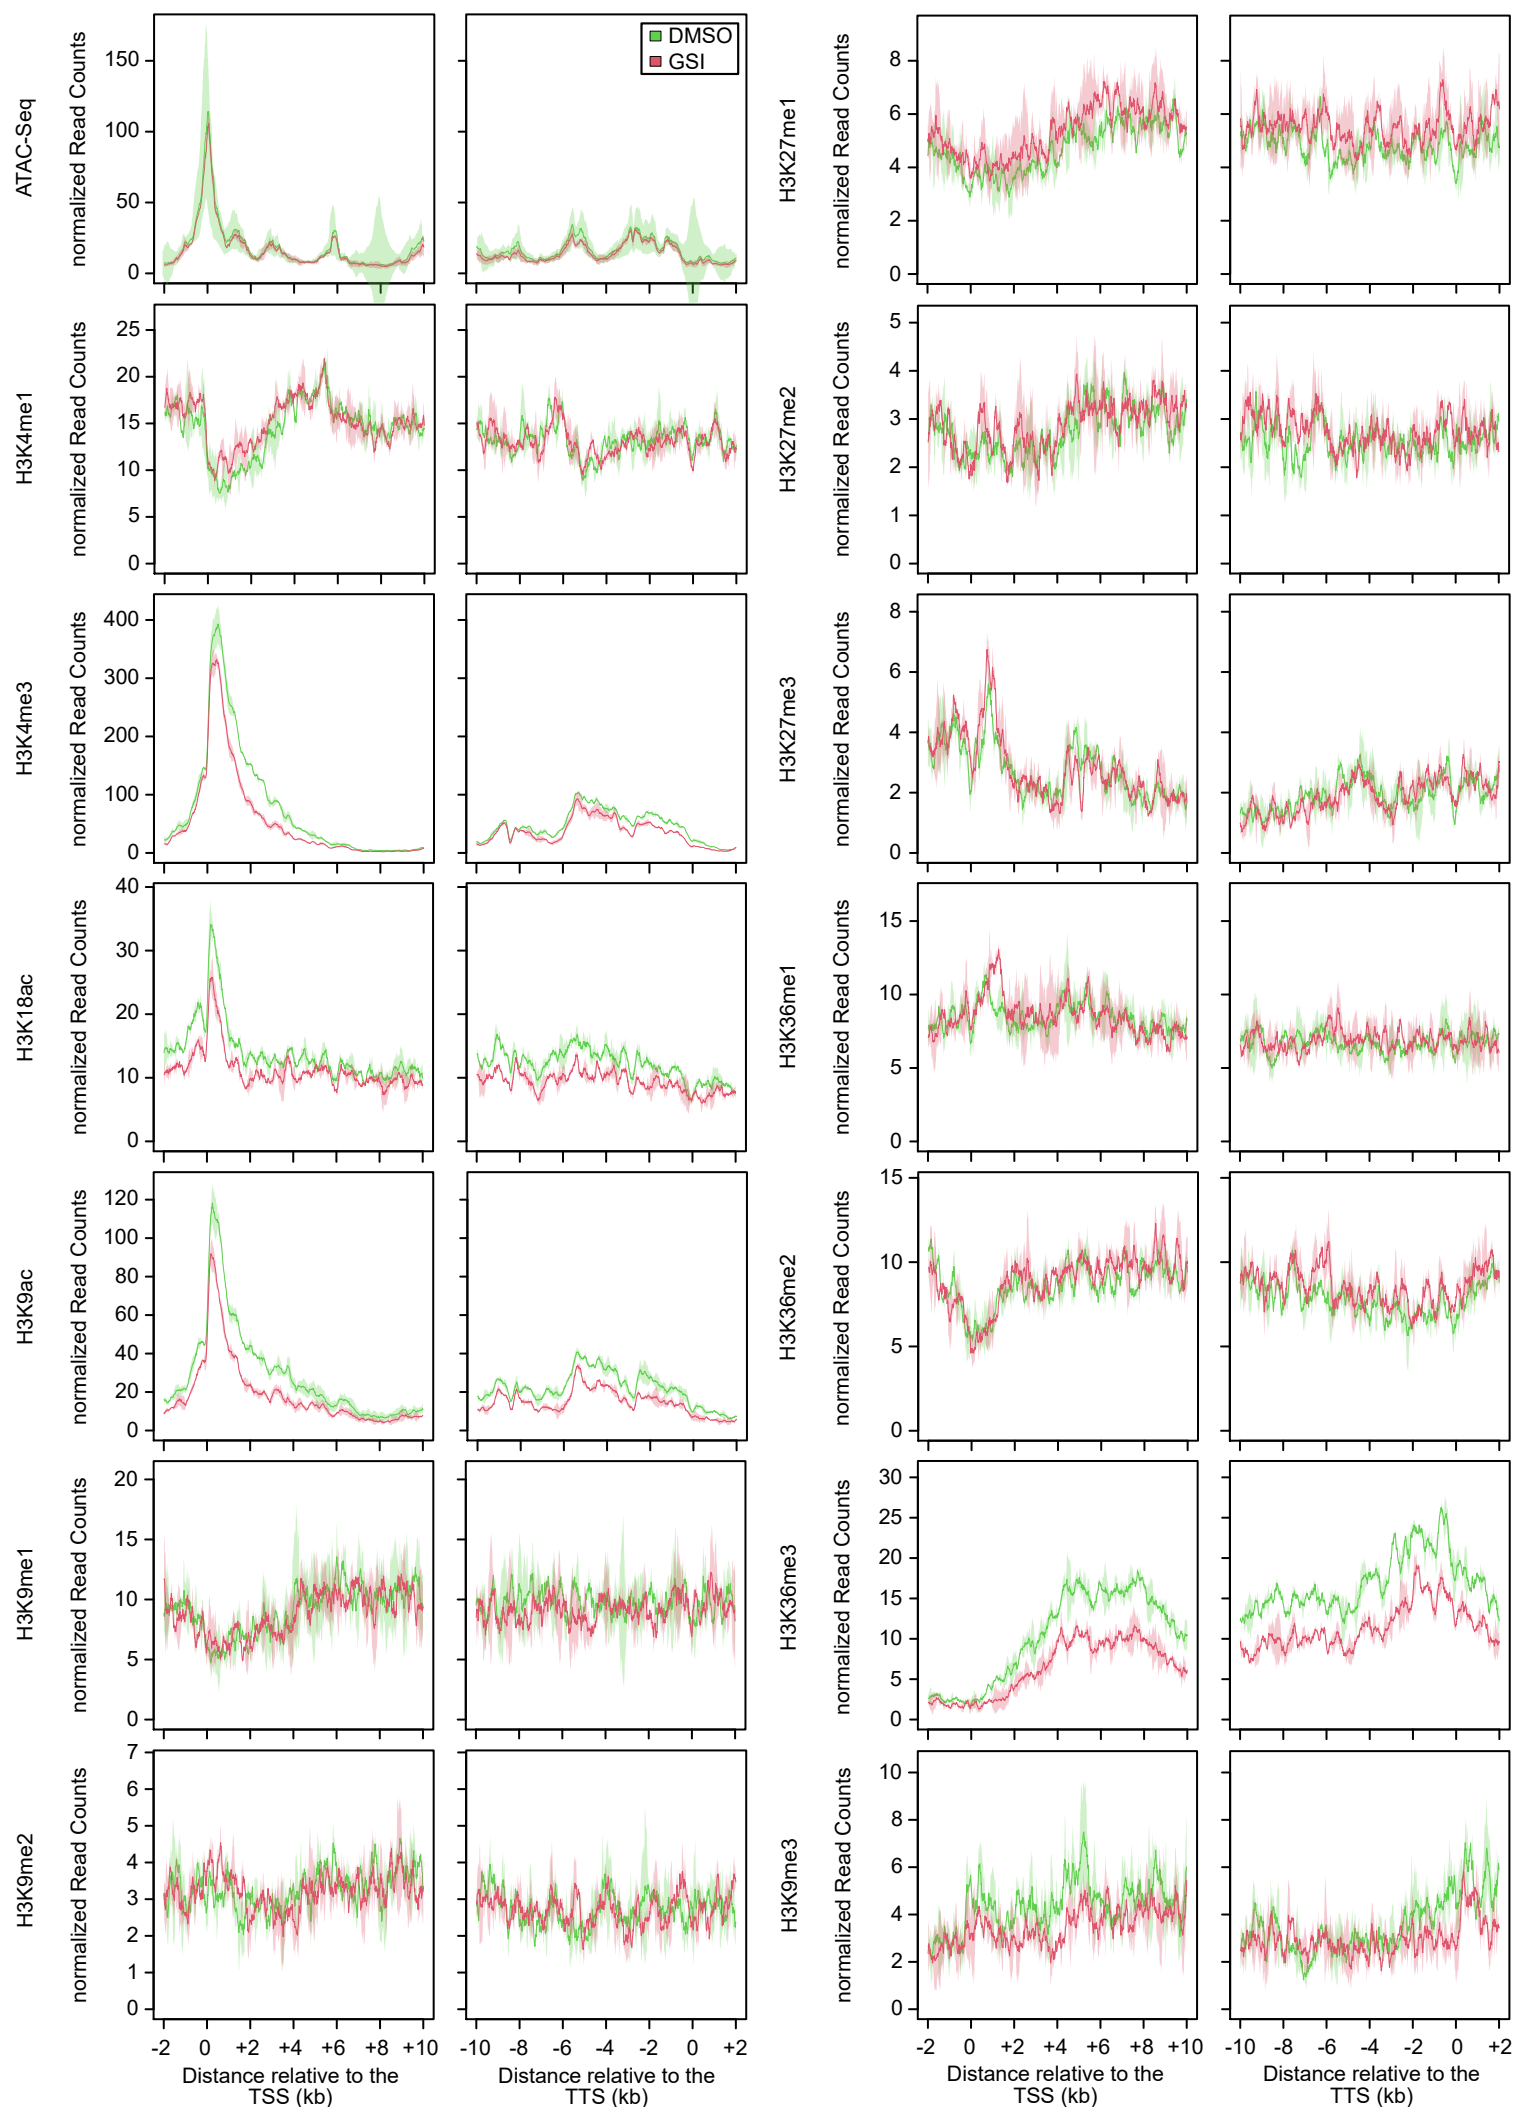

Figure S8

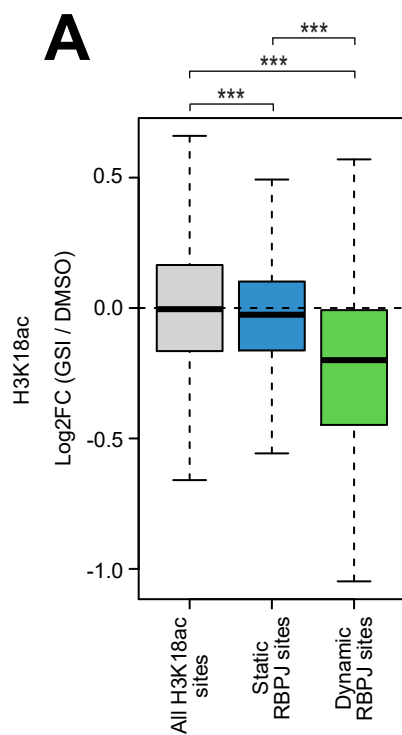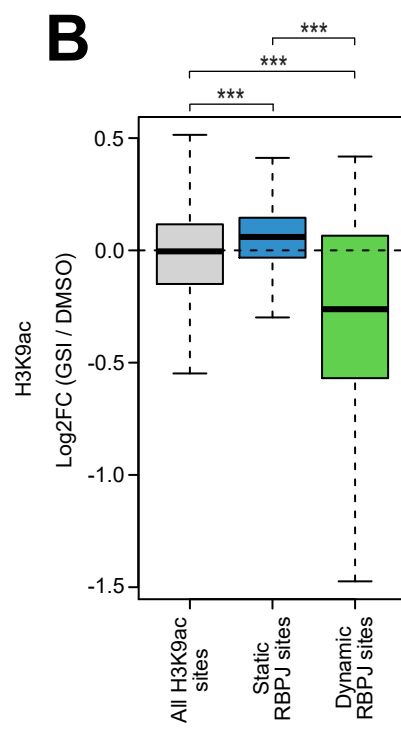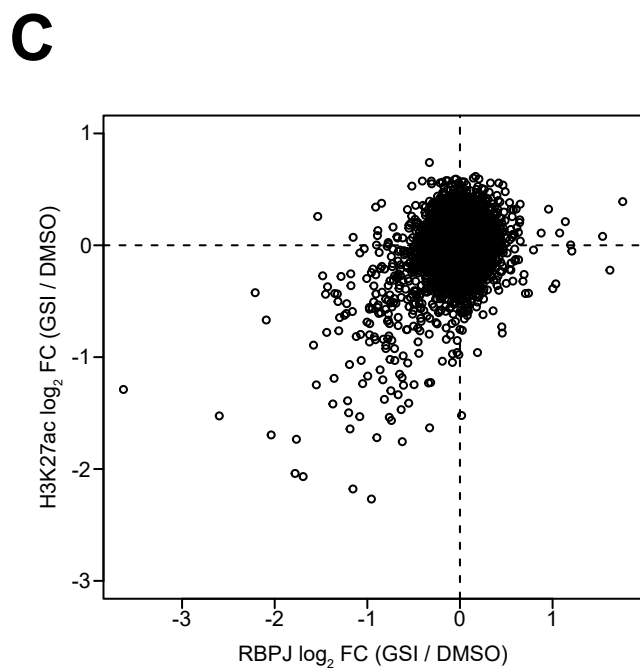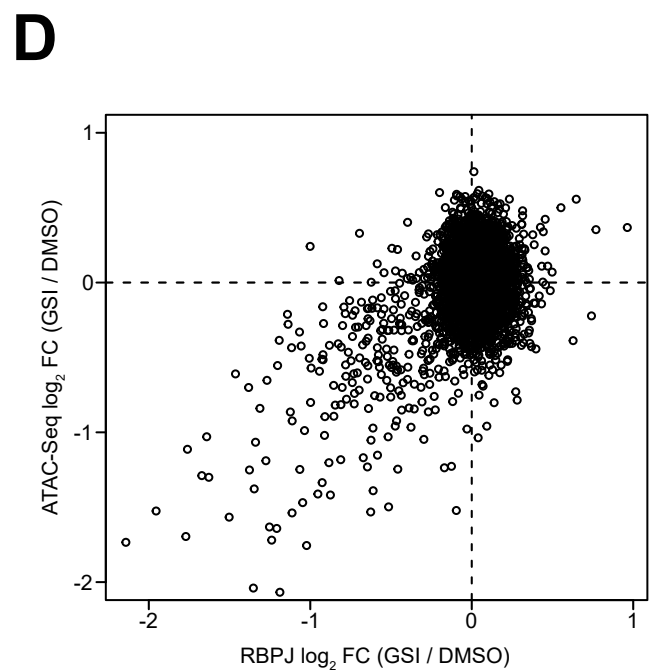

Figure S9

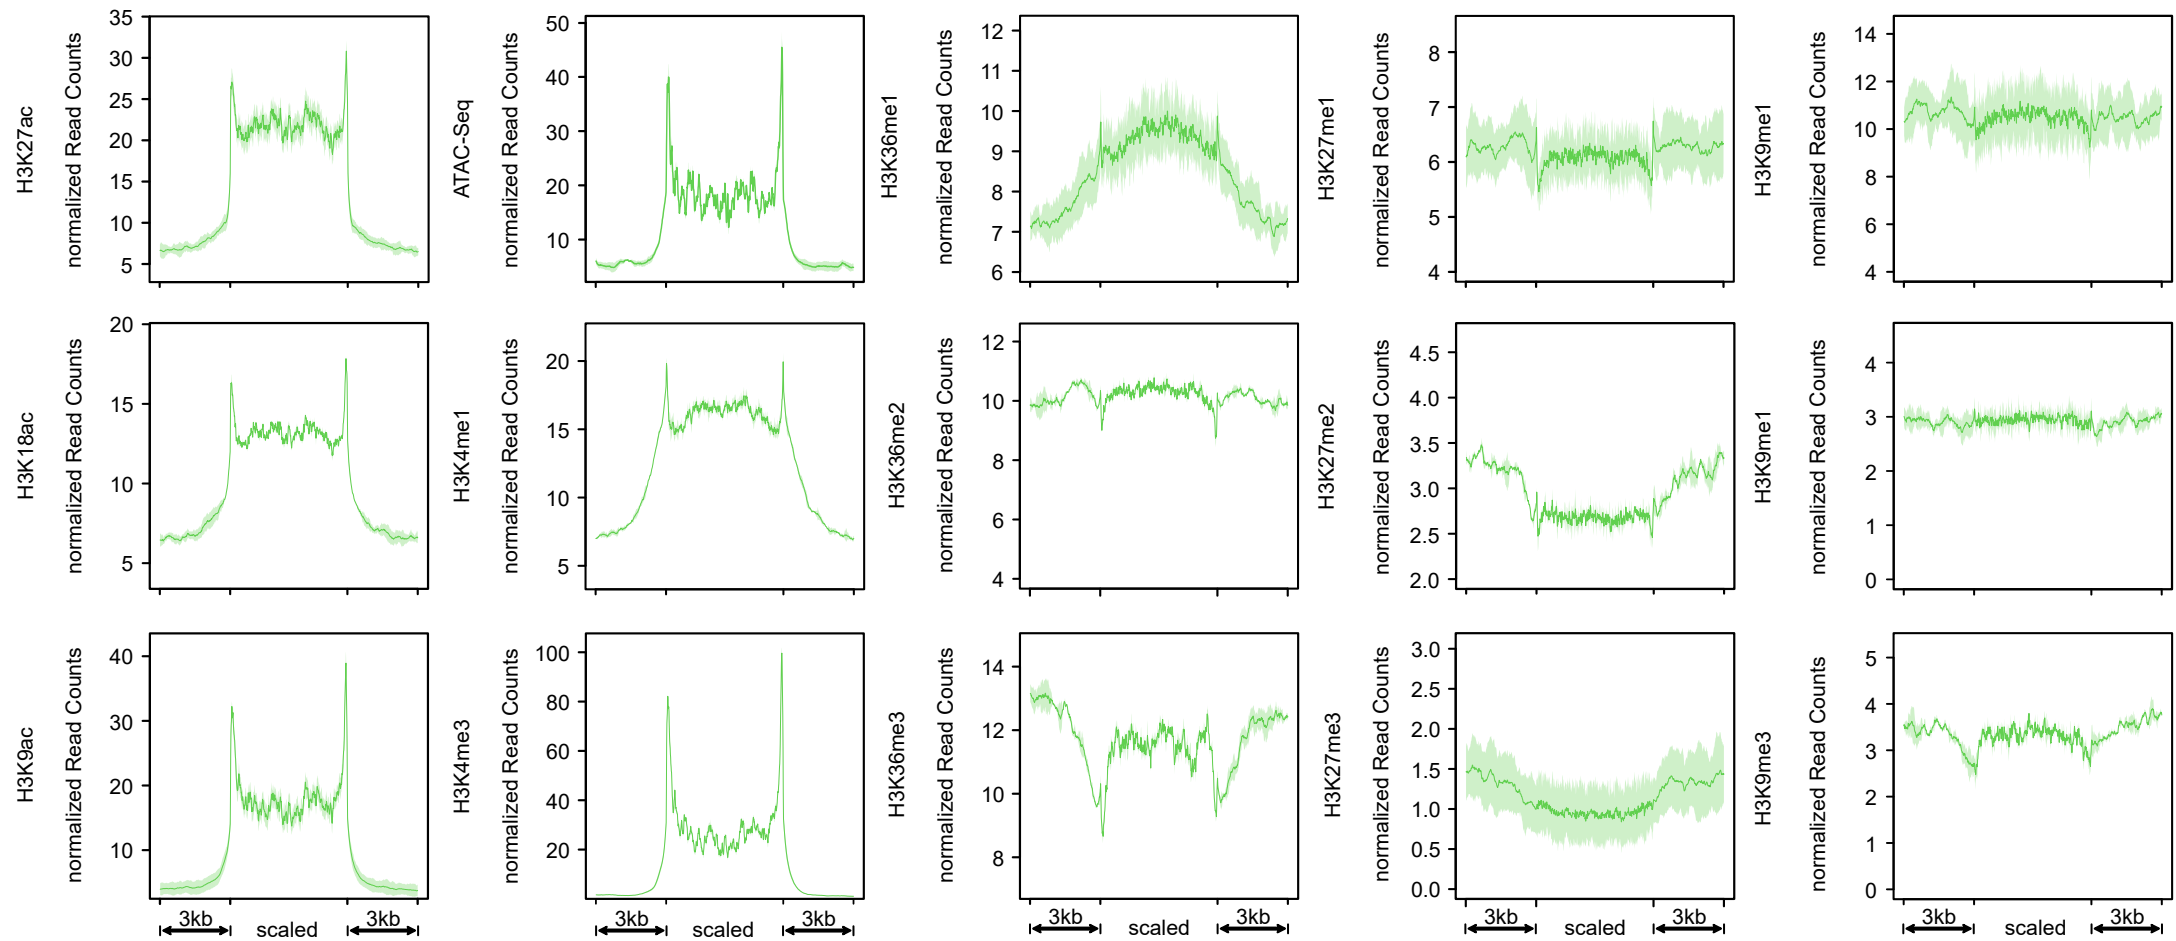

Figure S10

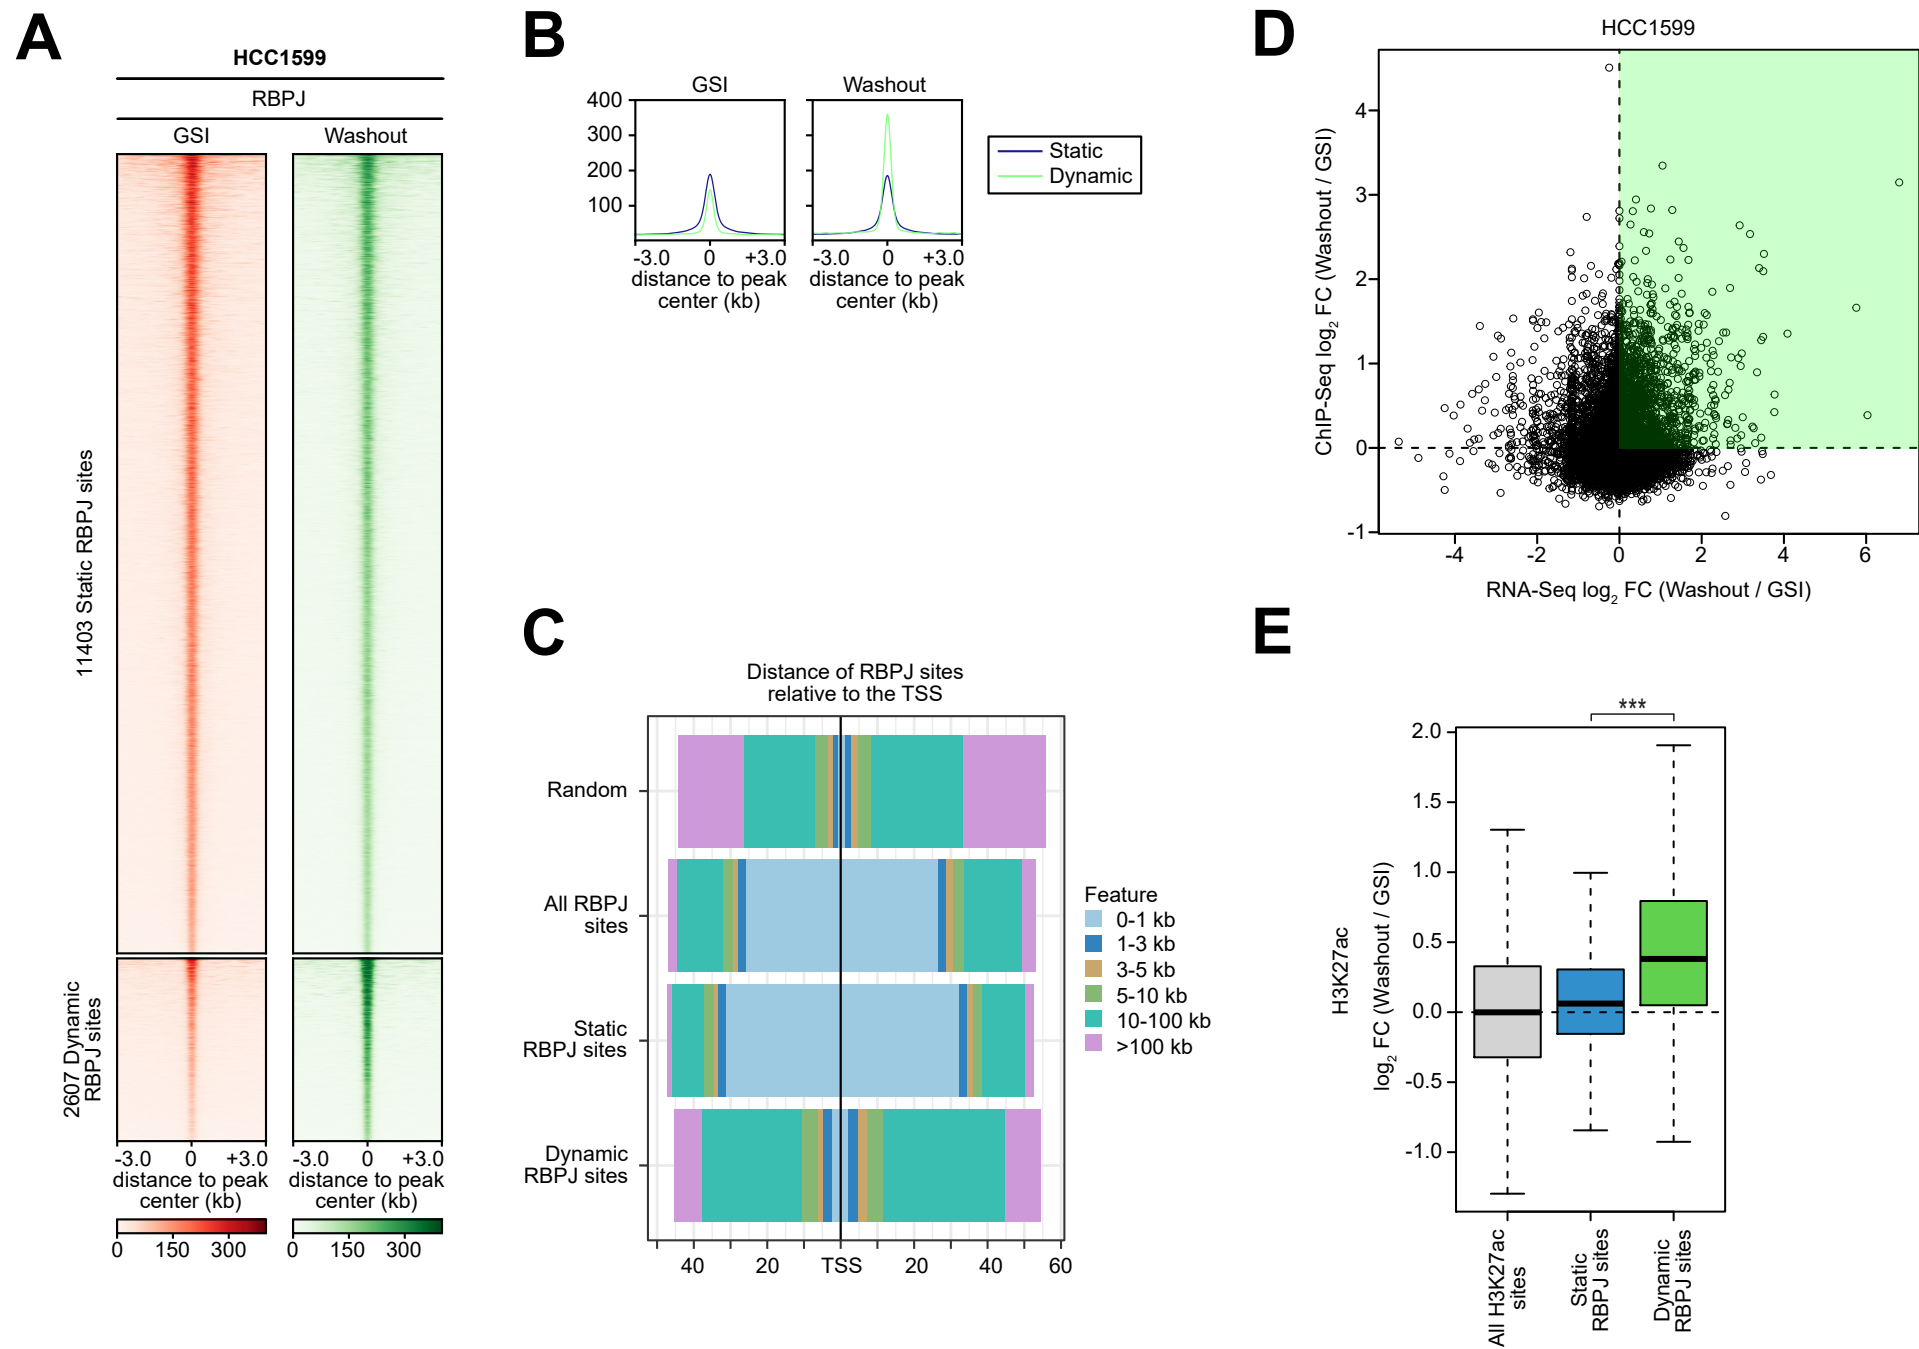

Figure S11

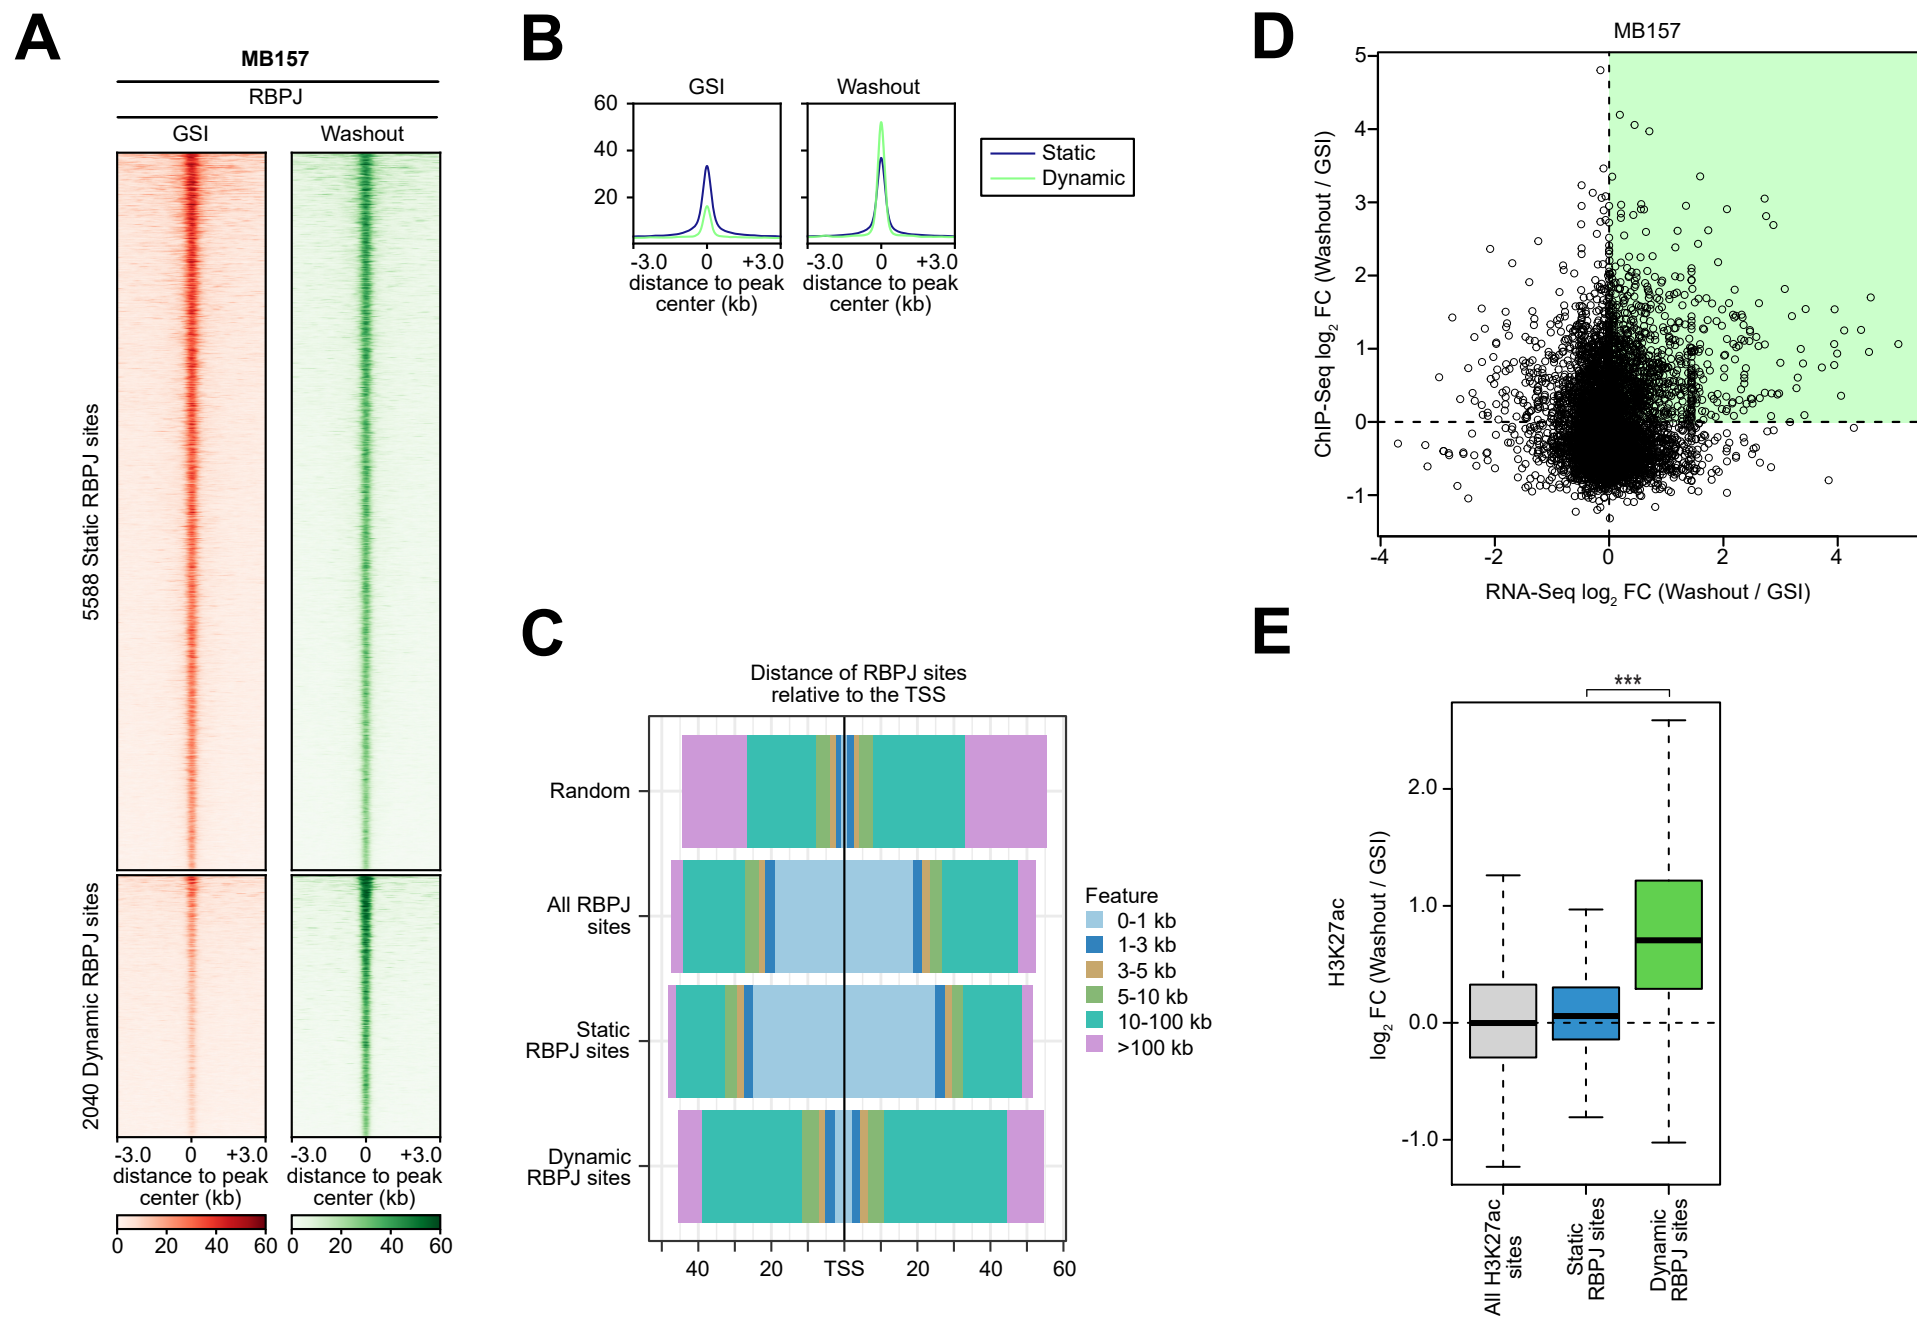

Figure S12

# Supplementary material for: Comprehensive genomic features indicative for Notch responsiveness
**Source:** Nucleic Acids Res. 2024 Apr 22;52(9):5179–94. doi: 10.1093/nar/gkae292
**Supplement:** gkae292_Supplemental_Files

# Comprehensive Genomic Features indicative for Notch Responsiveness

Benedetto Daniele Giaimo<sup>1,^</sup>, Tobias Friedrich<sup>1,2,^</sup>, Francesca Ferrante<sup>1</sup>, Marek Bartkuhn<sup>2,3</sup> and  
Tilman Borggreffe<sup>1</sup>

Giessen, Germany

<sup>^</sup>Equal contribution

**Running Title:** Specificity of Notch target gene expression is determined by enhancer position  
and transcription factor binding strength

**Files in this data supplement:**

Supplemental Figure legends 1, 2, 3, 4, 5, 6, 7, 8, 9, 10, 11 and 12

Supplemental Table legends 1, 2, 3, 4, 5, 6, 7, 8, 9, 10 and 11

Supplemental Table 12

## Supplemental figure legends

**Figure S1.** Identification of static and dynamic RBPJ binding sites in Boko cells. **(A)** Validation of static and dynamic RBPJ sites identified in Boko cells. Boko cells were treated for 24 hours with 10 µg/ml GSI or DMSO as control and the static or dynamic behaviour of selected RBPJ sites was validated by ChIP-qPCR. Shown is the mean ± standard deviation of three independent experiments. (\*\* $P < 0.01$ , \* $P < 0.05$ , NS = not significant, unpaired Student's t-test). **(B)** Representative snapshots showing dynamic RBPJ binding at *Dennd2d*, *Hey1* and *Hes1* and static RBPJ binding at *Sufu*, *Hey1*, *Hes1*, *Notch3* and *Dtx1*. Boko cells were treated for 24 hours with 10 µg/ml GSI or DMSO as control and the static or dynamic binding of RBPJ was investigated by ChIP-Seq. Black arrow(s) indicate dynamic binding site(s) while gray arrow(s) indicate static RBPJ binding site(s). **(C)** Motif discovery analysis of the static and dynamic RBPJ binding sites identified in Boko cells via ChIP-Seq. **(D)** Dynamic but not static RBPJ binding sites are preferentially associated with paired head-to-head RBPJ motifs. Allowing 0-2 mismatches per whole motif. 0 MM: 0 mismatch; 1 MM: 1 mismatch; 2 MM: 2 mismatches. WOH2HM: Without head-to-head RBPJ motifs; H2HM: With head-to-head RBPJ motifs. **(E)** RBPJ binding motifs identified in the group of static and dynamic RBPJ binding sites with a distance of 15, 16 or 17 nucleotides in between the paired head-to-head motifs.

**Figure S2.** Validation of static and dynamic RBPJ binding sites in Boko cells upon treatment with apicidin. Boko cells were treated for 24 hours with 0.01 µg/ml apicidin or DMSO as control and the genome-wide binding of RBPJ was investigated by ChIP-Seq. **(A)** Heat map showing the static and dynamic RBPJ binding sites identified in control Boko cells and their behavior upon treatment with apicidin (api). **(B)** Line plots showing the average RBPJ binding signal for static and dynamic sites. Outline depicting the standard deviation of the replicates.

**Figure S3.** Validation of static and dynamic RBPJ binding sites in Beko cells upon exposure to hypoxia. Beko cells were exposed to hypoxia (1% O<sub>2</sub>) for 12 hours or kept in normoxia as control and the genome-wide binding of RBPJ was investigated by ChIP-Seq (1). **(A)** Heat map showing the static and dynamic RBPJ binding sites identified in control Beko cells and their behavior upon exposure to hypoxia. **(B)** Line plots showing the average RBPJ binding signal for static and dynamic sites. Outline depicting the standard deviation of the replicates.

**Figure S4.** Dynamic RBPJ sites represent distal enhancers. **(A)** Genomic features associated with all, static and dynamic RBPJ. The figure includes the genomic background distribution (random). **(B and C)** Beko cells were analyzed by ChIP-Seq to characterize the chromatin landscape at static and dynamic RBPJ sites or at random sites and all detected sites of the given mark as control. **(B)** Box plot showing that H3K18ac is similarly enriched at static and dynamic RBPJ sites. **(C)** Box plot showing that H3K9ac is higher at static compared to dynamic RBPJ sites. Wilcoxon rank sum tests ( $***P < 0.001$ , NS = not significant). **(D)** Heat map showing the enrichment of histone marks and accessibility at the twenty-five generated chromatin states. State 4 was removed, as it corresponds to the absence of any histone marks. **(E)**. Bar plot showing the differences of the enrichment of all states at dynamic versus static sites.

**Figure S5.** **(A)** Venn diagram showing the overlap of RBPJ sites identified in Beko cells with known mouse CpG islands (CGI). **(B)** Static RBPJ binding sites are more often associated with CGI compared to the dynamic ones. NOCGI: Not overlapping with CpG islands; OCGI: Overlapping with CpG islands. **(C)** Distance of static and dynamic H3K4me3 binding sites from the transcription starting site (TSS) of the associated genes. **(D)** Static but not dynamic H3K4me3 sites overlapping with RBPJ binding sites are more often associated with CGI. NOCGI: Not overlapping with CpG islands; OCGI: Overlapping with CpG islands.

**Figure S6.** Characterization of the Notch-dependent gene expression program in Beko cells. Beko cells were treated for 24 hours with 10 µg/ml GSI or DMSO as control. Effects on gene expression were analyzed by RNA-Seq. **(A)** Bar plot showing the enrichment of significantly deregulated genes within genes associated with only static, only dynamic or dynamic and static RBPJ sites. Additionally, the top half (> Median) and the bottom half (< Median) of all RBPJ sites are shown. Hypergeometric test (\* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , NS = not significant). **(B)** Scatter plot showing the correlation between changes in RBPJ occupancy and changes in gene expression upon GSI treatment in Beko cells. Highlighted in green are genes downregulated upon GSI treatment associated with RBPJ sites that show reduced binding upon GSI treatment. Pearson correlation coefficient ( $r$ ): Static RBPJ sites: 0.01616405; Dynamic RBPJ sites: 0.3394885. **(C)** ORA using the gene ontology (GO) database for the group of static RBPJ sites identified in Beko cells. The panels indicate the biological process (BP) analysis. Full list of the GO terms identified in this study is available in Table S5. **(D)** ORA analysis using the KEGG database for the group of static RBPJ sites identified in Beko cells. Full list of the KEGG terms identified in this study is available in Table S5.

**Figure S7.** Characterization of the effects of Notch induction by GSI washout on gene expression. Beko cells were treated for 48 hours with 10 µg/ml GSI, the GSI was washed out and the cells were placed back in culture for additional 24 hours before performing the experiments. **(A)** The active cleaved NICD1 protein reappears in the nucleus of Beko cells 24 hours after washing out the GSI. Nuclear extracts (NE) were analyzed by Western blotting versus the endogenous cleaved NICD1 protein or H3 as loading control. **(B and C)** Venn diagrams showing the overlap between **(B)** genes upregulated (up) upon GSI washout and downregulated (down) upon GSI treatment or between **(C)** genes downregulated (down) upon GSI washout and upregulated (up) upon GSI treatment. **(D)** Heat map depicting genes deregulated upon GSI treatment or GSI washout. **(E)** Box plot showing the quantification of the heat map shown in panel **D** selecting based on genes

upregulated or downregulated upon GSI treatment. **(F)** Box plot showing the effects of GSI washout on the expression of genes associated with static or dynamic RBPJ sites. Wilcoxon rank sum tests ( $***P < 0.001$ ).

**Figure S8.** Characterization of Notch responsiveness on the chromatin level in Boko cells. Boko cells were treated for 24 hours with 10  $\mu$ g/ml GSI or DMSO as control and changes on the chromatin configuration within the gene bodies of those genes significantly downregulated upon GSI and associated with dynamic RBPJ sites were analyzed by ATAC-Seq and ChIP-Seq (H3K4me1, H3K4me3, H3K18ac, H3K9ac, H3K27me1, H3K27me2, H3K27me3, H3K36me1, H3K36me2, H3K36me3, H3K9me1, H3K9me2 and H3K9me3). TSS: Transcription starting site; TTS: Transcription termination site.

**Figure S9. Chromatin responsiveness is associated with dynamic RBPJ sites** Boko cells were treated for 24 hours with 10  $\mu$ g/ml GSI or DMSO as control. Changes on the chromatin configuration were analyzed by ChIP-Seq **(A and B)**. Box plot showing the effects of GSI treatment on **(A)** H3K18ac and **(B)** H3K9ac at static and dynamic RBPJ sites as measured by ChIP-Seq. Wilcoxon rank sum tests ( $***P < 0.001$ ). **(C)** Scatter plot showing the correlation between changes in RBPJ occupancy and changes in H3K27ac upon GSI treatment in Boko cells. Pearson correlation coefficient (r): Static RBPJ sites: 0.1303332; Dynamic RBPJ sites: 0.4376965. **(D)** Scatter plot showing the correlation between changes in RBPJ occupancy and changes in chromatin accessibility upon GSI treatment in Boko cells. Pearson correlation coefficient (r): Static RBPJ sites: 0.143555; Dynamic RBPJ sites: 0.5735445.

**Figure S10.** Identification and characterization of clusters of enhancers in Boko cells. Clusters of enhancers were identified in Boko cells based on the H3K27ac signal. Line plots showing the distribution of H3K27ac, H3K18ac, H3K9ac, ATAC-Seq, H3K4me1, H3K4me3, acH3K36me1,

H3K26me2, H3K36me3, H3K27me1, H3K27me2, H3K27me3, H3K9me1, H3K9me2 and H3K9me3 at SEs in Boko cells.

**Figure S11.** Notch responsiveness is preferentially associated with dynamic RBPJ sites in HCC1599 cells. Publicly available ChIP-Seq data were analyzed to investigate Notch responsiveness in HCC1599 triple negative breast cancer (TNBC) cells. **(A)** The heat map shows the enrichment of RBPJ at static and dynamic RBPJ binding sites in HCC1599 cells. **(B)** Line plot showing the average binding of RBPJ at static and dynamic RBPJ binding sites in HCC1599 cells upon GSI treatment or washout of GSI. **(C)** Distance of all, static and dynamic RBPJ sites to the next transcription starting site (TSS). **(D)** Scatter plot showing the correlation between changes in RBPJ occupancy and changes in gene expression upon GSI washout in HCC1599 cells. Highlighted in green are genes upregulated upon GSI washout associated with RBPJ sites that show increased binding upon GSI washout. Pearson correlation coefficient ( $r$ ): Static RBPJ sites: -0.01654716; Dynamic RBPJ sites: 0.1613985. **(E)** Box plot showing the effects of GSI washout on H3K27ac at static or dynamic RBPJ sites. Wilcoxon rank sum tests ( $***P < 0.001$ ).

**Figure S12.** Notch responsiveness is preferentially associated with dynamic RBPJ sites in MB157 cells. Publicly available ChIP-Seq data were analyzed to investigate Notch responsiveness in MB157 triple negative breast cancer (TNBC) cells. **(A)** The heat map shows the enrichment of RBPJ at static and dynamic RBPJ binding sites in MB157 cells. **(B)** Line plot showing the average binding of RBPJ at static and dynamic RBPJ binding sites in MB157 cells upon GSI treatment or washout of GSI. **(C)** Distance of all, static and dynamic RBPJ sites to the next transcription starting site (TSS). **(D)** Scatter plot showing the correlation between changes in RBPJ occupancy and changes in gene expression upon GSI washout in MB157 cells. Highlighted in green are genes upregulated upon GSI washout associated with RBPJ sites that show increased binding upon GSI washout. Pearson correlation coefficient ( $r$ ): Static RBPJ sites: -0.006016992; Dynamic RBPJ

sites: 0.1067442. (E) Box plot showing the effects of GSI washout on H3K27ac at static or dynamic RBPJ sites. Wilcoxon rank sum tests ( $***P < 0.001$ ).

## Supplementary tables

**Table S1.** Table showing all identified RBPJ binding sites in Beko cells with their MSPC p-value, binding mode (static or dynamic), DESeq2 results (GSI vs. DMSO), normalized read counts per replicate and the associated gene.

**Table S2.** MEME-suite results for static and dynamic RBPJ sites in Beko cells.

**Table S3.** RNA-Seq DESeq2 results and normalized read counts per gene for GSI vs DMSO, Washout vs GSI, dnMAML-ER vs control, apicidin vs DMSO, hypoxia vs normoxia and DMOG vs DMSO.

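The washout sheet of Table S3 lists, for each gene, the mean normalized count, the log2 fold change of washout against GSI with its standard error, and an adjusted p-value, all from DESeq2, followed by the normalized count of each library. Normalized counts are the deposited counts divided by 1 size factor per library. Dividing the deposited counts by the paper's normalized counts gave factors of 1.502 and 0.6843 for the GSI libraries and 1.574 and 0.6252 for the washout libraries, the same as DESeq2 gave here. Over 1176 genes of the rows used here, the log2 fold changes from DESeq2 had a median absolute difference of 4.02e-05 from the paper's. Over the genes tested with edgeR, the median absolute difference was 0.0170, and 11 genes had the opposite sign.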

**Table S4.** Over-representation analyses based on GO ["Biological Process" (BP)] and KEGG databases for genes down- or upregulated by GSI in Beko cells.

**Table S5.** Over-representation analyses based on GO ["Biological Process" (BP) and "Molecular functions" (MF)] and KEGG databases for genes associated with static or dynamic sites in Beko cells.

**Table S6.** Table showing the enrichment of significantly enriched GO terms or Mouse Genome Informatics (MGI) Phenotype ontology for single KO of genes associated with static or dynamic sites using GREAT.

**Table S7.** Table showing all identified clusters of enhancers in Beko cells with their genomic coordinates.

**Table S8.** MEME-suite results for static and dynamic RBPJ sites in HCC1599 cells.

**Table S9.** MEME-suite results for static and dynamic RBPJ sites in MB157 cells.

**Table S10.** Table showing predicted vs observed RBPJ sites in Beko, MB157, HCC1599, CUTLL1 and IC8 cells.

**Table S11.** Alignment statics of the data analysed in this study. The table includes the number of reads, number of alignment reads and percentage of alignment. Additionally, GEO numbers and PMIDs are included.

**Table S12.** Primers used for ChIP-qPCR.

| ChIP                        |                                        |       |
|-----------------------------|----------------------------------------|-------|
|                             | <i>Mus musculus</i>                    | Probe |
| <i>Aw011738 -0.15 kb fw</i> | 5'-GAT CGG CTA CGC GTA ACA AC-3'       | 19    |
| <i>Aw011738 -0.15 kb rv</i> | 5'-TCC CAG CCA ATG AAG AGC-3           |       |
| <i>Dennd2d -20.12 kb fw</i> | 5'-AGA CCT CTA CAA AGC ATA GCA ATT T-3 | 6     |
| <i>Dennd2d -20.12 kb rv</i> | 5'-GGG TGT GCA GTG TTG GTC T-3'        |       |
| <i>Dtx1 +26 kb fw</i>       | 5'-GCA TGG GAA CTG TGT TAC AGA A-3'    | 27    |
| <i>Dtx1 +26 kb rv</i>       | 5'-CTC TGG GTT GTA GGG GAC AG-3'       |       |
| <i>Gm266 +12 kb fw</i>      | 5'-CCC AGG TGA CTA AGG GAC AC-3'       | 17    |
| <i>Gm266 +12 kb rv</i>      | 5'-GAG ACT GAC TGT TCC CAC GAG-3'      |       |
| <i>Il2ra -19.45 kb fw</i>   | 5'-ATT CGG TTG TCA CTG TGG TG-3'       | 3     |

|                           |                                       |    |
|---------------------------|---------------------------------------|----|
| <i>Il2ra -19.45 kb rv</i> | 5'-TAA CGG TCT AAC CGC CTC AT-3'      |    |
| <i>Il2ra +15.2 kb fw</i>  | 5'-TAC AGC AGT GCC TCC CTT GT-3'      | 94 |
| <i>Il2ra +15.2 kb rv</i>  | 5'-CAA CAC TGG ATG TAA CAA CAG AAA-3' |    |
| <i>Lgmn +0.1 kb fw</i>    | 5'-CTG CAG AAC CGT GGG AAT-3'         | 83 |
| <i>Lgmn +0.1 kb rv</i>    | 5'-GCT CAG CGA TCT GTG TTG C-3'       |    |
| <i>Notch1 -9.65 kb fw</i> | 5'-TCC CTA AGG AGC CAC CAA C-3'       | 5  |
| <i>Notch1 -9.65 kb rv</i> | 5'-TTG CCC ACT TCC TCA ATC C-3'       |    |
| <i>Sufu -0.06 kb fw</i>   | 5'-GGA GGC GGA GTC TAT TGT CA-3'      | 60 |
| <i>Sufu -0.06 kb rv</i>   | 5'-TGG CTA GTG TCT TTG CCA GTC-3'     |    |

## REFERENCES

1. Ferrante, F., Giaimo, B.D., Friedrich, T., Sugino, T., Mertens, D., Kugler, S., Gahr, B.M., Just, S., Pan, L., Bartkuhn, M. *et al.* (2022) Hydroxylation of the NOTCH1 intracellular domain regulates Notch signaling dynamics. *Cell Death Dis*, **13**, 600.

How the deposited data were processed for this re-analysis (not part of the article)

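RNA-Seq was measured in 4 libraries of Beko cells, 2 kept in GSI for 48 h and 2 kept in GSI for 48 h and then cultured for 24 h after washout. The authors trimmed the reads with trimGalore, aligned them to mm9 with HISAT2, reporting 1 alignment per read, and counted reads per gene with summarizeOverlaps over the iGenomes annotation. The deposited values are raw counts per gene, one column per library, without normalization, pooling or filtering. Every column of the table was used. Conditions and replicates were taken from the library labels, the methods and Table S11. The table names genes by symbol, and 20641 of its 24391 symbols matched a single gene of the GENCODE vM1 annotation on the same mm9 build, from which positions, exon length and GC content were taken. 2700054A10Rik, I730028E13Rik and Adgrg1 had no match and are given without a position.

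The total counts were between 13716199 and 36364200 per library. No gene held more than 2.69% of a library's counts, and the largest was the ribosomal Rn45s. Counts were compared with edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM factors, estimateDisp and the quasi-likelihood test without covariates, and p-values were adjusted by the Benjamini-Hochberg method. Thresholds were those of the paper. The biological coefficient of variation was 0.121. Standard errors of log2 fold changes were taken as the log2 fold change divided by the square root of the F statistic. Groups in which every library had 3 counts or fewer were treated as lying at the limit of detection. Among the genes past both thresholds, this applied to 12 that were higher and 42 that were lower. Gene lists were compared with all other genes by camera of limma 3.58.1 with an inter-gene correlation of 0.01, and p-values of the 6 preset lists were adjusted together. The scripts were tested on simulated data drawn from the means, dispersions and library sizes of the real genes, with 200 genes changed by 1.5 on the log2 scale. The edgeR test recovered 172 of these with 10 false calls among 12124 genes tested, and DESeq2 recovered 167. The simulated changes were balanced between the directions, and same-numbered libraries shared no deviations. In the real data 6435 genes had an adjusted p-value under 0.05 in edgeR's test. The simulation therefore says little about scaling or false calls there.

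The genes named in the text were chosen by a rule set before the data were examined: every gene of Fig. 3F, the binding examples of the results section, Rbpj and Myc, the 5 largest rises and the 5 largest falls among genes past both thresholds with an average log2 CPM of at least 3 and no overlap between the libraries of the 2 conditions, and the member with the largest rise and with the largest fall in each list. One gene chosen by this rule is not reported here. The lists were the genes of Fig. 3F, the genes named in Table S4 as down or up upon GSI, and 6 preset lists of immediate early, ribosome biogenesis, cholesterol synthesis, S phase, G2/M and histone genes.

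Alternatives set before the data were examined were DESeq2 1.42.0 with its own size factors, DESeq2's size factors (RLE) or the total count alone in edgeR, no filter beyond 1 count, at least 10 counts in every library, the replicate number as a block, counts thinned to the smallest library with a fixed seed with and without that block, the adjusted p-value alone, glmTreat against a log2 fold change of 1, a prior count of 2, fry, camera with an estimated correlation, and leaving out each library in turn. Leaving out a library leaves 1 in its condition, so these fits give log2 fold changes without a test. A correction for GC content and exon length was added after the trend with GC content was seen. It used the 10962 of the tested genes (89.4%) that have these features. Tables S1 and S3 were available in part, and no overlap or enrichment was computed from them. The association of all static and dynamic sites with expression (Fig. S7F) and the NICD1 blot (Fig. S7A) were not analysed here.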

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

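Which explanations to check in this part was decided after the result was seen. The tests and settings used had been set before the data were examined, except the correction for GC content and length. The gene lists had been written down beforehand, and the paper does not discuss them.

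Growth and cell cycle genes stood apart from all other genes in camera. Ribosome biogenesis genes had a median log2 fold change of 1.69 upon washout (adjusted p = 1.92e-28 in camera with Benjamini-Hochberg adjustment), and all 20 genes of the list were upregulated past both thresholds, from Noc4l (1.13) to Mybbp1a (2.16). Under total-count scaling the log2 fold change of Noc4l was 0.93. S phase genes had a median of 1.45 with 15 of 18 past both thresholds, the lowest being Ccne1 (0.54). G2/M genes had a median of 0.74 with 1 of 18 past both thresholds, Ccna2 (1.02). With total-count scaling the log2 fold change of Ccna2 was 0.82. The lowest G2/M gene was Cenpf (0.13). Histone genes had a median of 0.84 over 68 genes, with 2 upregulated and 1 downregulated past both thresholds, from Hist1h1t (-1.16) to Hist2h4 (1.03). Reads of near-identical histone copies could be split between genes, so single histone genes are uncertain. Cholesterol synthesis genes had a median of 0.94 over 18 genes, with 8 past both thresholds, from Dhcr7 (-0.17) to Idi1 (1.59). Hmgcs1 is listed at 0 counts in every library, which may come from the counting, so its level is unknown. Without washout replicate 2 the histone median was 0.57 and the cholesterol median 0.68. None of these lists shares a tested gene with Fig. 3F, with the genes named in Table S4, or with another preset list. In fry, which does not compare a list with other genes, adjusted p was 0.00644, 0.0211 and 0.00613 for the ribosome biogenesis, S phase and G2/M lists. For the cholesterol (0.082) and histone lists (0.128) it was not under 0.05. With a correlation estimated from the data, none of the 5 held, with adjusted p-values from 0.242 to 0.484, although at an unadjusted p under 0.05 the ribosome biogenesis list did (0.0404).

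Under total-count scaling in place of TMM factors the lowest of the 5 list medians was 0.54, after correction for GC content and length it was 0.74, and with every library thinned to the same total it was 0.73, each that of the G2/M genes. In all 3 settings every one of the 5 medians stayed above 0 by more than its replicate SD, which argues against the choice between these scalings, a trend with GC content and length, and depth as the whole cause. What stays open is the design. The washed cells were also cultured for 24 h longer and washed once more, and 0 libraries of cells washed and cultured alike without inhibitor are among those analyzed. Return of Notch activity and the second wash with longer culture cannot be told apart for these lists. According to the methods, the GSI cells had themselves received fresh inhibitor 24 h before the end of treatment.

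Immediate early genes had a median log2 fold change of -2.23 upon washout (adjusted p = 3.56e-05 in camera). All 10 genes tested were lower, and 9 were past both thresholds, with values from -3.89 (Fos) to -0.95 (Ier2). Scaled to the total count, the log2 fold change of Ier2 was -1.15 and past both. Fosb, Egr3, Atf3 and Nr4a1 were too low to be tested. Adjusted p was 0.041 in fry, which does not compare the list with other genes. It was 0.25 in camera with an estimated correlation, a setting of little power with 2 libraries per condition. Fos differed between the GSI libraries, with 13.5 and 3.56 CPM, and the log2 fold change of Fos was -2.59 without GSI replicate 1. One GSI library alone does not account for the list, whose median without GSI replicate 1 was -1.70, beyond the replicate SD of 0.669. That SD is the largest among the 9 lists. Immediate early genes respond to handling within minutes, and handling at the harvest cannot be told apart from washout, since no library separates them.

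Of the largest changes that the paper does not name, Oprk1 rose by 4.08 and P2rx1 by 3.99 on the log2 scale. Cilp had a log2 fold change of -5.46, Gimap8 of -4.60, Cass4 of -4.17 and Txnip of -3.60. For each of these genes the libraries of the 2 conditions did not overlap, which the rule of choice required. The GSI libraries differed for Cilp, with 112.9 and 24.9 CPM, and the log2 fold change of Cilp was -3.97 without GSI replicate 1. Txnip overlaps Gm15441 on the other strand, so part of its count is uncertain. No biological explanation was tested for these genes.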

How the results depend on the processing

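All values are from edgeR unless another tool is named, and the correction for GC content and length was chosen after seeing the data. The number of upregulated genes was 950 and that of downregulated genes 1437. Under total-count scaling they were 586 and 1963, which takes the share of upregulated genes from 39.8% to 23.0%, and this scaling moved the median log2 fold change of all genes by -0.20. By construction of the thresholds, glmTreat gave 308 and 501 genes, all of them among those called at first, and the adjusted p-value alone gave 3315 and 3120. The other alternatives set before the data were examined stayed within 1.5 times, from 807 to 1077 higher and from 1131 to 1576 lower genes. Among these, DESeq2 called 953 and 1167, of which 908 and 1154 were the same genes. No gene past both thresholds changed its direction in any fit. Without a test, 990 genes had a log2 fold change above 1 and 1584 below -1, against 1047 to 1139 and 1591 to 1709 across the 4 fits that each left out one library.

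After correction for GC content and length, 1074 genes were higher and 1202 lower, of which 849 and 1150 were the same genes. With the same correction and the replicate block the numbers were 1103 and 1316.

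Replicate numbers are shared between the conditions, but neither the labels nor the paper say that a number marks a shared batch or day. Deviations of same-numbered libraries correlated at 0.497 across genes, over 2 pairs only. With the replicate block, 981 genes were higher and 1576 lower, and with the block and thinned counts 917 and 1461. The Figure 3F genes had a median of 1.99 with the block, and 22 of them were past both thresholds. No call of a named gene or list changed with it.

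The median of the Figure 3F genes was above 0 in every alternative set beforehand, from 1.81 under total-count scaling to 2.05 without a filter, and from 1.82 to 2.18 across the 4 fits that each left out one library. As a set test it was past the threshold in every fit that gives a test except camera with an estimated correlation (median 2.01, p = 0.0646). The number past both thresholds was 19 (under total-count scaling, and with at least 10 counts in every library, which takes 3 of the called genes out of the test) to 23 in the alternatives set beforehand and 22 with the GC and length correction, and in glmTreat, which was added for this list after seeing the data, it was 16. With the block and thinned counts, also added for this list, it was 22. The 5 lists of growth and cell cycle genes and the immediate early genes kept their direction in every fit, too. With an estimated correlation none of the 6 was past the threshold in camera, with adjusted p-values from 0.242 to 0.484. Medians were 1.69, 1.45, 0.74, 0.94 and 0.84 for ribosome biogenesis, S phase, G2/M, cholesterol and histone genes and -2.23 for immediate early genes. With 2 libraries per condition that setting has few degrees of freedom and little power, for these lists and the Figure 3F genes alike. In fry the cholesterol (0.94) and histone lists (0.84) were not past the threshold. Across the fits without one library, the medians ran from 1.62 to 1.75 for ribosome biogenesis, 1.30 to 1.58 for S phase, 0.72 to 0.74 for G2/M, 0.68 to 1.11 for cholesterol, 0.57 to 1.09 for histone and -2.29 to -1.70 for immediate early genes.

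For the genes that Table S4 names as down upon GSI, the median of 1.76 was 1.56 under total-count scaling, 1.56 with at least 10 counts in every library, 1.92 with thinned counts, 1.63 with a prior count of 2, 2.01 after the GC and length correction and 2.02 with that correction and the block. It was 1.81 to 2.14 across the fits without one library. For the genes named as up upon GSI it was -2.21 to -1.85 in the alternatives and -2.14 to -1.93 in the fits without one library.

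Of the 56 named genes, 4 changed direction in an alternative set beforehand that kept all libraries, each with a value close to 0. Under total-count scaling, the log2 fold change of Bst1 was -0.0403, the log2 fold change of Notch3 was -0.0592 and the log2 fold change of Cenpf was -0.0695. Likewise, the log2 fold change of Rbpj was 0.00106 with DESeq2 and 0.0206 without a filter. After the GC and length correction the log2 fold change of Sufu was 0.35, with and without the block (adjusted p of 0.00182 and 0.0172 from edgeR's quasi-likelihood test), and that of Notch3 was 0.79 and 0.78 (adjusted p of 5.44e-07 and 0.00394). The causes were not tested. Over the alternatives set beforehand, 16 values of 10 genes fell under a threshold and 4 values of 3 genes rose past it. With one library left out, 30 values of 26 genes moved by more than the spread between replicates, and 8 values of 5 genes changed direction. Here the log2 fold change of I730028E13Rik was 0.55 without GSI replicate 2 and 0.26 without washout replicate 2, and the log2 fold change of Lgmn was 0.69 without GSI replicate 1 and 0.00801 without washout replicate 2. Sufu (0.00231 without washout replicate 1), Notch3 (-0.0470 without GSI replicate 1) and Rbpj (0.0716 without GSI replicate 1 and 0.103 without washout replicate 2) lay near 0 on either side. Requiring 10 counts in every library removed 2700054A10Rik, Spsb4, Tnfaip2 and I730028E13Rik, among others, from the test.

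Depth limits the genes at the lowest counts. Of the upregulated genes 12 had 3 counts or fewer in both GSI libraries, and of the downregulated genes 42 had so in both washout libraries, so that the size of their change is uncertain. A fitted value for such a gene depends on the prior count, and only the fold against 3 counts is a lower limit.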

Differences from the paper's values

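The copies of the supplementary tables used here are shorter than the paper's. Table S3 holds 24391 rows in the paper and 1999 here, in the washout sheet and in the sheet for GSI against DMSO, and Table S1 holds 3538 sites in the paper and 1999 here. No processing alternative bears on these sizes.

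The number of genes upregulated upon washout is about 950 in Fig. S7B, read by eye, and that of downregulated genes about 1200 in Fig. S7C, read by eye, against 950 and 1437 here. With DESeq2, the tool that the paper names, the numbers were 953 and 1167.

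The paper describes the genes of Fig. 3F as strongly upregulated upon washout. Here, 5 of the 27 were not past both thresholds: AW011738 (0.97), Agfg1 (0.75), Rapgef2 (0.53), Bst1 (0.16) and I730028E13Rik (-0.23). The log2 fold change of AW011738 was past the threshold without a filter on low counts, at 1.005, and after the correction for GC content and length, at 1.145, which was chosen after seeing the values. With that correction and the replicate block, also chosen after seeing the values, it was 1.13. Agfg1, Rapgef2, Bst1 and I730028E13Rik were called in none of the settings with both thresholds or in glmTreat. With the adjusted p-value alone, 25 of the 27 genes were higher, AW011738, Agfg1 and Rapgef2 among them. The paper also states that genes down upon GSI were upregulated upon washout and the reverse. Adm, named in Table S4 as down upon GSI, had a log2 fold change of -1.10 upon washout, and Mapk11, named as up upon GSI, had 0.34.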

Other observations

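In this part, the tests of the GC trend between replicates, of same-numbered libraries and of other splits were set before their outcome was seen, and the comparison with the GSI data of Table S3 after.

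Myc rose from 156.8 and 152.2 CPM in GSI to 283.3 and 333.6 CPM upon washout. This makes the log2 fold change of Myc 0.997 (standard error 0.115, adjusted p = 0.00102 from edgeR's quasi-likelihood test). It lay on either side of the threshold depending on the setting, with 1.01 in DESeq2 and 1.03 without a filter, but 0.80 under total-count scaling, 0.96 with at least 10 counts in every library and 0.99 with the replicate block. The level of Rbpj did not change detectably, with 75.7 and 67.5 CPM in GSI against 77.0 and 64.5 CPM upon washout, a log2 fold change of -0.02 (standard error 0.122).

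Of the aligned reads that Table S11 lists, 59.8% and 59.2% were counted on genes in the GSI libraries and 67.4% and 68.4% in the washout libraries. This gap is wider than the spread between replicates. Malat1, a nuclear noncoding RNA that was chosen after its values were seen, took 0.890% and 0.795% of the counts in GSI and 0.249% and 0.203% upon washout.

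Only 1 of the 3 splits of the 4 libraries into 2 and 2, the real one, gave as many genes past both thresholds. It gave 2387, and the other 2 splits, one of which separates replicate 1 from replicate 2, gave 0 each. With 3 splits, no share under 0.05 can be reached. The paper's fold changes upon 24 h of GSI against DMSO come from an experiment without a washout. Across 691 genes of the part of Table S3 used here, the correlation with them was -0.686. This argues against effects of the second wash and longer culture that are unrelated to the GSI response as the whole cause. Effects of the wash or culture that resemble a reversed GSI response are not excluded, since no library of cells washed and cultured alike without inhibitor was analyzed.

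Across 10962 genes, the log2 fold change upon washout fell with GC content (Spearman correlation -0.165), from a median of 0.12 in the fifth of genes with the lowest GC content (median 41.8%) to -0.22 in the fifth with the highest (median 58.1%). Between 2 libraries of one condition the trend was as large or larger, with -0.176 for GSI and -0.436 for washout replicate 1 against replicate 2. The largest of these, 0.436 in size, is what a GC bias that differs from library to library would give, and such a bias is a candidate explanation of the trend between the conditions.

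Same-numbered libraries deviated together from the mean of their condition, with a correlation of 0.498 across the genes with a known GC content. With the trend in GC content and length of each library removed, it was 0.483, which argues against that trend as the reason.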
